# Extensive nuclear reprogramming and endoreduplication in mature leaf during floral induction

**DOI:** 10.1186/s12870-019-1738-6

**Published:** 2019-04-11

**Authors:** Stefania Del Prete, Anne Molitor, Delphine Charif, Nadia Bessoltane, Ludivine Soubigou-Taconnat, Cécile Guichard, Véronique Brunaud, Fabienne Granier, Paul Fransz, Valérie Gaudin

**Keywords:** Floral transition, Leaf, Arabidopsis, Transcription, Non-coding RNA, Transcription factors, DNA motif, Endoreduplication

## Abstract

**Background:**

The floral transition is a complex developmental event, fine-tuned by various environmental and endogenous cues to ensure the success of offspring production. Leaves are key organs in sensing floral inductive signals, such as a change in light regime, and in the production of the mobile florigen. *CONSTANS* and *FLOWERING LOCUS T* are major players in leaves in response to photoperiod. Morphological and molecular events during the floral transition have been intensively studied in the shoot apical meristem. To better understand the concomitant processes in leaves, which are less described, we investigated the nuclear changes in fully developed leaves during the time course of the floral transition.

**Results:**

We highlighted new putative regulatory candidates of flowering in leaves. We observed differential expression profiles of genes related to cellular, hormonal and metabolic actions, but also of genes encoding long non-coding RNAs and new natural antisense transcripts**.** In addition, we detected a significant increase in ploidy level during the floral transition, indicating endoreduplication.

**Conclusions:**

Our data indicate that differentiated mature leaves, possess physiological plasticity and undergo extensive nuclear reprogramming during the floral transition**.** The dynamic events point at functionally related networks of transcription factors and novel regulatory motifs, but also complex hormonal and metabolic changes.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-019-1738-6) contains supplementary material, which is available to authorized users.

## Background

The transition to flowering is a decisive developmental event in the plant life cycle for reproductive success. The general understanding highlights a fine-tuned process involving a complex interplay between environmental and endogenous cues. Signals are perceived and decoded according to the plants’ lifestyle, and lead to a cascade of dramatic morphological changes at the meristem level, to produce floral organs [1, 2].

Photoperiod is a major parameter controlling the transition to flowering with intricate phototropic effects and links with the circadian clock. The light signal, perceived in the leaves, triggers the accumulation of metabolites and regulators, such as the well-conserved FLOWERING LOCUS T (FT) protein, whose expression is under the control of the CONSTANS (CO), a zinc finger transcription factor involved in photoperiod pathway [3]. Their export, as systemic florigen signals via the vasculature to the distant shoot apical meristem (SAM), activates floral homeotic genes [4–6]. Described as a quantitative long-day (LD) species, the photoperiodic property of Arabidopsis species was exploited to induce synchronous flowering by exposure to a single LD or a single displaced short-day (SD), providing a convenient experimental inductive system [7]. Besides photoperiod, other regulatory pathways partake to the vegetative-to-reproductive switch control [8–10].

From transcriptional and chromatin-based mechanisms, to alternative splicing and post-translational regulation, numerous regulatory levels participate to the control of the floral transition [9, 11–15] and its main actors, which have been gathered in the Flowering-Interactive Database (FLOR-ID) [16]. Besides protein regulators involved in developmental transitions, an increasing number of studies have highlighted the regulatory functions of long non-coding RNAs (lncRNAs) [17, 18]. In response to vernalization, the lncRNAs *COLDAIR*, *COLDWRAP*, *COOLAIR*, and *Antisense Long* participate to the fine regulation of the key MADS-box floral repressor *FLOWERING LOCUS C (FLC)* via modifications of *FLC* chromatin environment [19–23]. Recently, *FLORE*, a Natural Antisense Transcript (NAT) of *CYCLING DOF FACTOR5* (*CDF5*) was shown to positively regulate flowering time, repressing *CDF* TFs (*CDF1*, *CDF3*, *CDF5*), and subsequently increasing *FT* expression [24]. LncRNAs are versatile regulators involved in transcriptional gene regulation*,* in guiding or scaffolding protein complexes involved in chromatin organization and gene regulation, or even in post-transcriptional regulatory mechanisms [25]. Due to their large number estimated at several thousands and their diversity (intergenic ncRNAs, intronic ncRNAs, antisense RNAs, *cis* or *trans* NATs…) [19, 23, 26, 27], their functional annotations and roles in developmental phase transitions remain poorly explored.

The transition to flowering is an integrated process at the scale of the whole plant. Few studies analyzed the transcriptional behaviors of meristematic and root tissues during the floral transition at the genome level [28–32]. Early studies identified few CO targets differentially expressed during flowering in leaves, among which *FT* [33] which was identified as the major CO target involved in the SD to LD shift response [34]. *FT* is referred as a flowering integrator with *TWIN SISTER OF FT* (*TSF*) [35, 36]. Subsequent studies increased the number of associated genes involved in the leaf response during flowering (see FLOR-ID overview and references therein). However, the dynamics of genome-wide transcriptomes in leaves during the floral transition has not been reported despite the key functions of leaves as receptors of the inductive photoperiodic signal and producer of florigenic molecules. Here, by exploiting the inductive response to a long-day (LD) shift [7] and disconnecting leaf growth or developmental responses from the floral inductive response, we performed a large transcriptome analysis, and identified novel loci and regulatory elements involved in flowering in mature leaves. The transcriptome dataset enabled us to highlight molecular events, providing new insights into transcriptional reprogramming in leaves accompanying the floral transition. Observations of endoreduplication events supported transcriptome data and suggested a novel function in flowering.

## Results

### Flowering and organ growth in mature leaves

Our experimental system was based on a photoperiodic shift from SD to LD, which induces a synchronized flowering appropriate to analyze the floral transition (Fig. 1a, Additional file 1: Figure S1a). The floral transition window was determined by the onset of the expression of *CO* and *FT,* two early markers for flowering and of *APETALA 1* (*AP1),* an early marker of the floral meristem identity (Fig. 1b, c). *CO* and *FT* expression rapidly increased after the transfer in LD, and reached a maximum at 3 days after transfer (dat), with a slight delay for *FT* consistently with the primary activating role of *CO* (Fig. 1b). Although *AP1 mRNA* transcripts were detected at 7 dat, *AP1* expression was slightly earlier (at 5 dat) in meristematic cells when using an *AP1::GUS* transgenic line, suggesting a completion of the floral transition at that time (Fig. 1b, c, Additional file 1: Figure S1b).

**Fig. 1:**
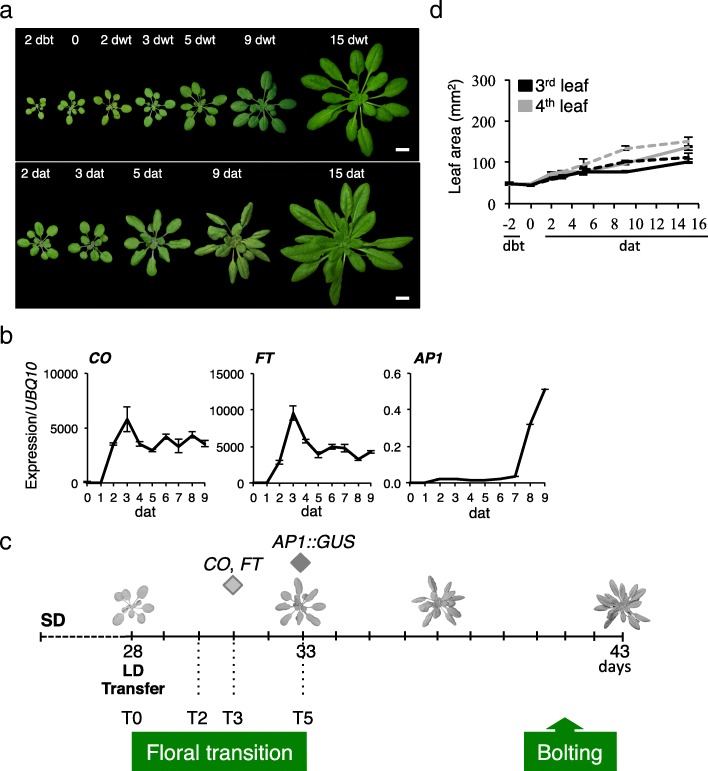
Floral transition induced by a SD-LD switch in *A. thaliana*. **a** Col-0 plants were grown in SD for 4 weeks, kept in SD (upper row) or transferred in LD (bottom row) conditions. Day before transfer (dbt), day without transfer (dwt), day after transfer (dat). Scale bars, 1 cm. **b** Expression of key flowering time genes. Experimental values are mean ± SEM. **c** Schema with developmental events. The *CO* and *FT* expression peaks are indicated, whereas the *AP1* expression initiation was considered as the upper limit of the floral transition (diamonds). T0, day of transfer in LD. **d** Area measurement of the third and fourth rosette leaves. SD conditions (continuous line), transfer in LD (dash line). Experimental values are mean ± SEM

To complete our characterization, we monitored organ growth accompanying the photoperiodic shift. No significant difference was detected in the rosette size during the window of 0–5 dat between the continuous SD and SD-LD conditions, whereas the first six rosette leaves presented different behaviors (Fig. 1d, Additional file 2: Figure S2). The size of the first two leaves was already established 2 days before transfer (dbt), independently of the photoperiodic conditions. Leaves 3–4 showed no significant differences in growth rate between SD and SD-LD conditions from 0 to 5 dat. Leaves 5–6 presented a higher and continuous growth rate over the 15 days. Thus, during the 5-day floral transition window, developmental and growth processes are arrested in leaves 3–4, which makes this pair of mature leaves appropriate material for investigating the early molecular events associated with floral transition, independent of other developmental or signaling events.

### Ploidy level changes during the floral transition window

Since plant development is accompanied by endoreduplication, we analyzed the ploidy distribution in leaves 1–4. Independently of the leaf position, age and growth conditions, the percentage of 2C ploidy nuclei was relatively constant (Fig. 2), suggesting a low cell division rate in agreement with the growth analysis. The ploidy levels evolved over time from 4C to 32C. The dynamics was dependent on the leaf position and the growth conditions. The ploidy levels in leaves 3–4 in both conditions suggested that endoreduplication events occurred (8C and 16C nuclei) in response to the LD shift. A population of 32C nuclei was detected at 15 dat and was significantly larger in SD-LD compared to SD conditions. The endoreduplication index evolved from 1.95 ± 0.01 (15 dwt) to 2.35 ± 0.03 (15 dat) in leaves 3–4, whereas it was rather constant in leaves 1–2 (2.08 ± 0.02 at 15 dwt versus 2.04 ± 0.09 at 15 dat). Thus, the photoperiodic SD-LD switch showed a significant increase in endoreduplication in mature leaves, which occurred during the 3–5 dat window of the floral transition, earlier compared to SD (15 dat).

**Fig. 2:**
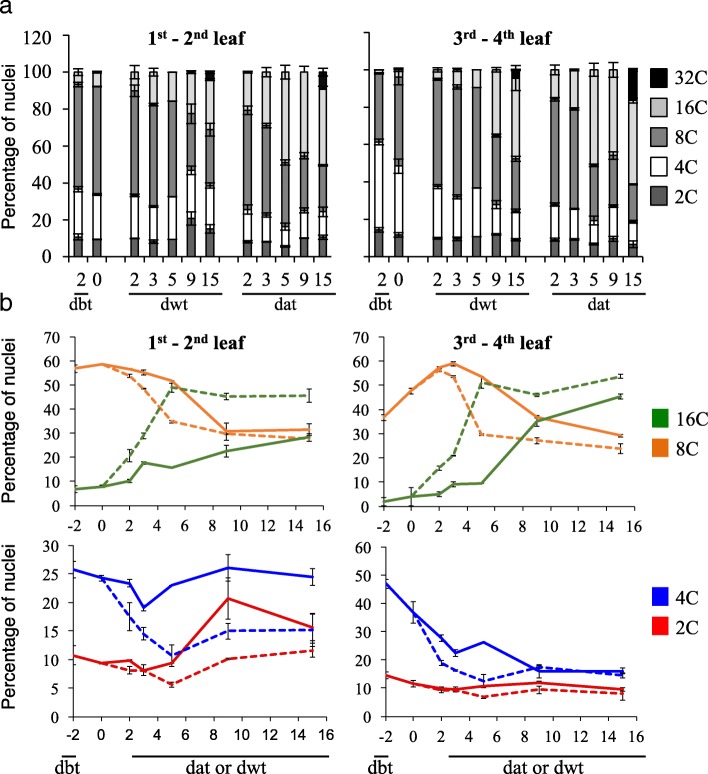
Ploidy dynamics in leaves during the floral transition. Plants were grown 4 weeks in SD, then either, kept in SD or transferred in LD for 15 days. **a** Cumulative distributions. 32C nuclei were only detected at 15 dat. **b** Dynamics of the distribution of the 2C to 16C nuclei. Experimental values are mean ± SEM. dbt, day before transfer. Dwt, day without transfer (continuous line). dat, day after transfer (dash line)

### Major changes in transcription profiles during the inductive shift

To characterize the molecular events during the floral transition, we examined RNA profiles in leaves 3–4 at different time points (T0, T2, T3, and T5) (Fig. 1c, Additional file 3: Figure S3). 

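Leaves 3 and 4 of 20 plants were pooled for each sample, and 3 independent replicates were collected at each of the 4 time points, giving 12 samples. Plants had grown for 4 weeks in SD (8 h of light per day) at T0 and had then spent 2, 3 or 5 days in LD (16 h of light per day) at T2, T3 and T5. T0 was harvested at ZT 7 h and the other time points at ZT 15 h, so T0 differs from them in the hour of harvest as well as in day length. By the paper's methods, SD also had cooler nights and lower humidity than LD. The T0 plants were younger, and no SD samples were taken on the later days. Strand-specific libraries were made from polyadenylated RNA, and 4 libraries were sequenced per lane as read pairs. The authors trimmed the reads, aligned them to the TAIR10 transcriptome with a single isoform for each of 33602 genes, and counted the pairs in which both reads mapped to a single gene. Pairs that mapped to several genes were removed by the authors, so genes with near-identical copies may be undercounted. Of 193 genes named here, 15 had another gene with at least 95% identity over 200 bp of transcript. The values analysed are these raw counts of read pairs, which had been neither normalized nor filtered. A sample held between 39655480 and 46770727 counted pairs, with medians of 44044212 at T0, 43504758 at T2, 42437368 at T3 and 41657733 at T5. At this depth, a CPM of 1 corresponds to between 39.66 and 46.77 read pairs, so a change in a gene at that level still rests on counted pairs in every sample. TMM normalization factors were lower at T0 (0.8385 to 0.8647) than at T5 (1.0964 to 1.1137). Genes with a CPM of at least 1 in at least 6 of the 12 samples were kept, and time points were compared with the quasi-likelihood F test of edgeR with time point as the only factor. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called DEGs, and a log2 fold change for X/Y is the value at Y relative to X. With 3 samples against 3, an exact permutation test of a single gene cannot go below p = 0.1, so single genes were tested only within the model across all genes. In simulated counts in which 200 genes changed with an absolute log2 fold change of 1.5, 171 were tested and 166 of these (97.1%) were recovered. Of the calls made in the simulated counts, 5.7% were false. The simulation gave all genes the same dispersion, so these shares may not hold for real genes that vary more.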

We identified 20,284 genes expressed at least in one of the four time points, with more than 6000 differentially expressed genes (DEGs) at the largest transition (T0/T2) and specific gene sets at the main T0/T2, T2/T3 and T3/T5 transitions. 

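Of 33602 genes in the counts, 26028 had at least 1 read pair and 17039 passed the filter of 1 CPM in at least 6 of the 12 samples. At the level of a single time point, 16614 genes at T0, 17031 at T2, 16983 at T3 and 17107 at T5 had a CPM of at least 1 in at least 2 of the 3 replicates. At T0/T2, 7421 genes were DEGs, of which 3662 were up-regulated and 3759 down-regulated. Their median absolute log2 fold change was 0.5984, and 1848 of them changed at least 2-fold. The comparison T2/T3 gave a single DEG, BFT (AT5G62040), with a log2 fold change of 1.536 (SE 0.1638, adjusted p 0.0246), and it was not significant with the replicate block, DESeq2 or only the 2 time points. T3/T5 gave 718 DEGs, 188 up-regulated and 530 down-regulated. Over these 3 comparisons, 6990 genes were DEGs only at T0/T2, 288 only at T3/T5 and 430 at both T0/T2 and T3/T5. Relative to T0, 8813 DEGs were found at T3 and 9418 at T5, while T2/T5 gave 1878. In total, 11464 genes were DEGs in at least 1 of the 6 comparisons. The count at T0/T2 moved most when Bonferroni replaced the Benjamini-Hochberg adjustment, to 1125 genes. The counts between LD time points depended more on the model, and T2/T5 rose to 3083 DEGs and T3/T5 to 1414 when the replicate number was added as a block.

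**Figure D1:**
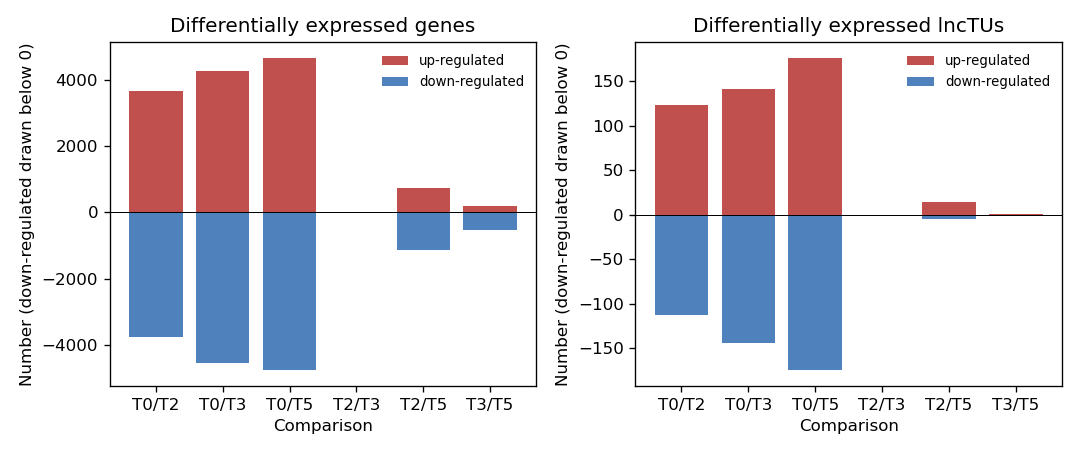
Number of differentially expressed genes (left) and lncTUs (right) for each of the 6 comparisons of time points. Bars above 0 count up-regulated and bars below 0 down-regulated genes or lncTUs; T0/T2 has 3662 up and 3759 down-regulated genes, and T2/T3 a single one.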

By assembling a non-redundant dataset of 14,621 long non-coding transcription units (lncTUs) based on TAIR annotations and published datasets, we also identified 531 differentially expressed lncTUs (DE-lncTUs) (Additional file 4: Figure S4, Additional file 5). 

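The reads of the same 12 samples were mapped by the authors, separately from the genes, to their set of lncTU sequences and counted with the same rule for pairs. The counts list 4617 units without strand information in both orientations. Counting each unit once gives 14621, made of 14523 merged units and 98 other small non-coding sequences. A sample held between 249292 and 309090 read pairs on lncTUs, with medians of 265756 at T0, 294352 at T2, 281220 at T3 and 301867 at T5. The 10 lncTUs with most pairs took 23.1% of them. At least 1 pair was counted for 4034 of the sequences, and 2154 passed the filter of 1 CPM of the lncTU total in at least 6 of the 12 samples. With these small totals, 1 CPM is less than 1 read pair (0.2493 to 0.3091), and 1099 of the tested lncTUs had a mean under 10 counts per sample. The expression of lncTUs is therefore measured much less precisely than that of genes. In simulated lncTU counts with a true absolute log2 fold change of 1.5, 179 of 200 changed lncTUs (89.5%) were recovered. The changed lncTUs were drawn only from those with a mean of at least 10 counts, and all had the same dispersion. Recovery was therefore not measured for the weaker lncTUs. Relative to T0, edgeR called 236 DE-lncTUs at T2 (123 up-regulated, 113 down-regulated), 285 at T3 (141 and 144) and 351 at T5 (176 and 175). Between LD time points, 0 DE-lncTUs were called at T2/T3, 19 at T2/T5 and 2 at T3/T5. In at least 1 of the 6 comparisons, 428 lncTUs were DE-lncTUs, and with the Bonferroni adjustment 126 remained.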

These data endorse the highly dynamic transcriptional activity in mature leaves in response to the SD-LD switch.

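The DEGs at T0/T2 made up 43.6% of the 17039 tested genes, and this share was 51.7% at T0/T3 and 55.3% at T0/T5. It was 11.0% at T2/T5 and 4.2% at T3/T5. Of the genes changed at T0/T2, 6304 were also DEGs with the same sign at T0/T5, and 6380 were not DEGs at T2/T5. The samples of the 4 time points carry the same replicate numbers 1 to 3, and these labels are the only source for the pairing. Once the time point means were removed, samples with the same number correlated at a mean r of 0.2364 across genes, against -0.1172 for samples with different numbers. Of 216 arrangements of the numbers, 2 gave a mean as high (exact permutation p = 0.009259, where the smallest possible is 0.00463). Genes are not independent replicates, so this r describes the samples and not a number of genes. For T2 and T3 alone the means were 0.491 and -0.2368, with an exact permutation p of 0.1667, the smallest that 6 arrangements allow. With the replicate number as a block, T0/T2 gave 8097 DEGs, T0/T3 9454, T0/T5 9957, T2/T3 0, T2/T5 3083 and T3/T5 1414. For lncTUs the block gave 275, 327 and 408 DE-lncTUs relative to T0. The number of DEGs in any comparison moved most under the Bonferroni adjustment, from 11464 to 1847. From the numbers of DEGs and DE-lncTUs, the paper concludes that transcription in mature leaves responds dynamically to the SD-LD switch.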

To characterize the transcriptome profiles, we performed a clustering analysis using different clustering methods and transformation functions (R package coseq). 

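The profile of a cluster can be summarised by the share of each member's expression found at each time point, from TMM-normalized CPM, averaged over the members. A gene with the same level at all 4 time points would have equal shares. Complete member lists were available for C1, C2 and C3, and the other clusters are represented by their flowering, hormone and TF genes and the part of C4 that is listed. In C1 (425 genes, stable high up), the mean share rose from 11.03% at T0 to 27.54% at T2 and 31.3% at T5, and all 425 were up-regulated at T0/T2. C2, of the same family, went from 8.2% at T0 to 33.39% at T5, with 330 of its 368 genes up-regulated at T0/T2. C3 (531 genes, stable low down) fell gradually from 29.85% to 20.88%, with 344 genes down-regulated at T0/T2 and none up-regulated. Of the stable high down family, 35 genes of C15 dropped from 80.45% ± 0.5862% (SD over replicates) at T0 to 6.516% at T2. In the stable low up family, 646 genes of C4 went from 18.73% to 29.82%. Among transiently-up clusters, the shares of 76 genes of C8 were 18.7% at T0, 27.82% at T2, 27.85% at T3 and 25.63% at T5. Among transiently-down ones, 33 genes of C22 had shares of 28.87% at T0, 20.05% at T2, 23.16% at T3 and 27.93% at T5. Of these shares at T0, that of C2 moved most in relation to its size, from 8.2% to 7.782% without T0 replicate 3. From the shape of such profiles, the paper groups its clusters into transiently changing and stable families.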

Twenty-four clusters formed by genes and lncTUs (Additional file 6) were identified and further grouped into 6 cluster families (CF1 to CF6) according to expression tendencies (Fig. 3a, b): transiently-up (CF1) or down (CF2), stable high up (CF3) or down (CF5), stable low up (CF4) or down (CF6).

**Fig. 3:**
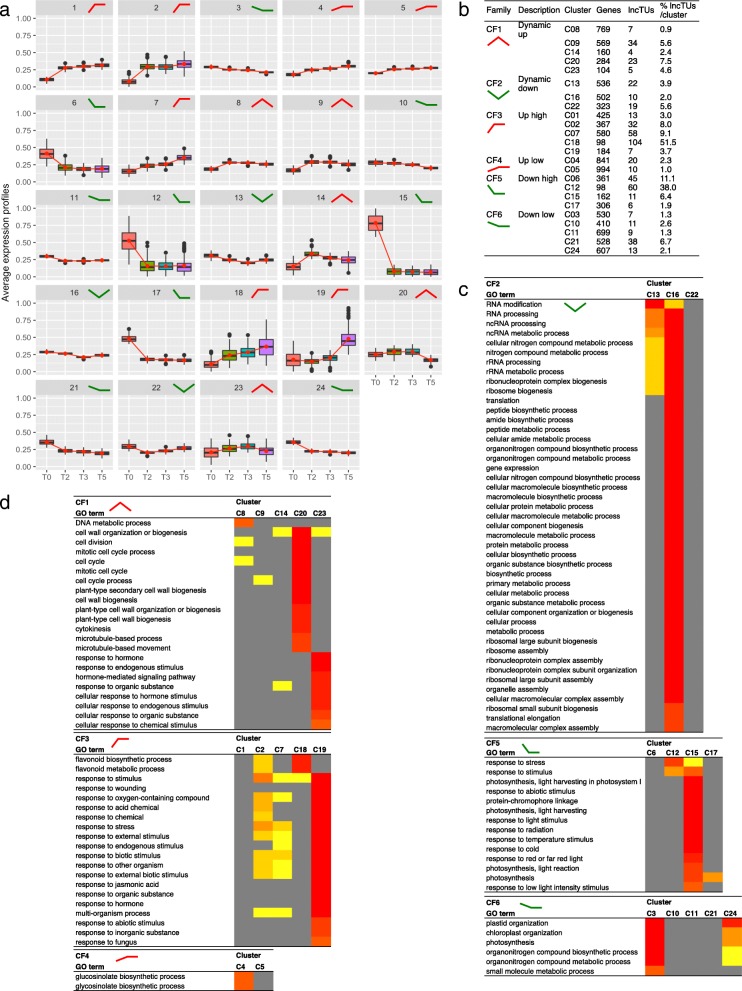
Hierarchical clustering of DEGs and DE-lncTUs using their expression levels. **a** Expression profiles of the 24 clusters. **b** Composition of the clusters and their organization into 6 cluster families (CFs) according to their general expression tendencies. **c**-**d** Heat maps with the biological process GO terms of the clusters per family using SEACOMPARE. Only GO terms with FDR < 10–8 at least in one of the clusters are presented

The 24 clusters had specific GO term enrichments, even among cluster families, such as seven clusters (C20, C23, C16, C18, C19, C15, C4, C3) with strong signatures, thus supporting the cluster analysis (Fig. 3c, d, Additional file 7). This classification revealed different processes in mature leaves during the SD-LD response. For instance, C3, C15, C17 and C24 were enriched in down-regulated genes involved in photosynthesis chlorophyll biosynthesis process, light harvesting, or plastid organization, pointing at a reprogramming of the photosynthetic apparatus. 

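The light-harvesting genes, taken by keyword from the reference annotation, include 23 tested genes. Of these, 17 (73.9%) were down-regulated at T0/T2, against 22.0% of the other tested genes (odds ratio 10.05, Fisher's exact test, adjusted p = 4.51e-07 over 8 tests). A single one (4.3%) was up-regulated, against 21.5% of the other genes (adjusted p = 0.0569). The median log2 fold change of the 23 genes was -2.085 at T0/T2. Between time points that share the hour of harvest, it was 0.03211 at T2/T3 and -0.4538 at T2/T5. T0 was harvested at another hour than T2, so the T0/T2 decrease cannot be told apart from an effect of the hour. These genes are partly near-identical copies of each other, and the removal of pairs with several hits may lower their counts in all samples. In the named clusters, the mean share of expression at T0 was 29.85% in C3, 80.45% in C15, 47.54% in C17 and 36.71% in C24. At T5 the shares were 20.88%, 6.943%, 16.81% and 19.71%, and the SD over replicates did not exceed 1.324% at T0 in any of the 4 clusters. C15, C17 and C24 are represented by 35, 29 and 39 listed genes. Requiring at least a 2-fold change moved the log2 odds ratio of down-regulated light-harvesting genes most, from 3.329 to 5.578. From the enrichment of such terms among down-regulated genes, the paper infers a reprogramming of the photosynthetic apparatus.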

C12 and C15 from CF5 and most clusters in CF3 were enriched in stress-associated terms, such as defence response, response to stimuli, response-to-wounding, highlighting a stress association with the changes in photoperiod, light and perturbation of the circadian clock. In accordance, we noticed in C19, C2 and C14, “child” GO terms associated with jasmonic acid, salicylic acid or brassinosteroids, respectively. Secondary metabolites, such as flavonoids (C18) and the defence-related glucosinolates (C4), and carbon metabolism (GO terms such as “glucan catabolic process”, “cellular polysaccharide catabolic process” in C17) were also modified. We observed enrichments in GO terms associated with cell wall, such as “cell wall organization” and “xyloglucan metabolic process” in C14 or “plant-type secondary cell wall biogenesis” and “cellulose metabolic process” in C20. 

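XTH9 (AT4G03210) lies on chromosome 4, 1415617 to 1417444. Its TMM-normalized CPM was 8.021 ± 1.331 (mean ± SD) at T0 and 28.75 ± 27.93 at T2, followed by 21.42 ± 8.774 at T3 and 15.63 ± 5.025 at T5. The log2 fold change at T0/T2 was 1.843 (SE 0.5877, adjusted p 0.0255). The 3 replicates at T0 measured 6.993, 7.548 and 9.524 CPM, and those at T2 14.88, 60.91 and 10.47. All T2 values lay above all T0 values, but T2 replicate 2 carried most of the increase. Leaving it out lowered the log2 fold change to 0.6897, which was no longer significant, and 3 of the 6 fits that each left out a replicate kept the gene among the DEGs. The profile of 29 listed C14 genes shows the same spread, with a share at T2 of 32.43% ± 22.34%. Of 13 tested xyloglucan endotransglucosylase genes, 4 (30.8%) were up-regulated at T0/T2, against 21.5% of other genes (odds ratio 1.624, Fisher's exact test, adjusted p = 0.496). Their median log2 fold change was 0.9278, with 11 of the 13 above 0. The enrichment was significant when a 2-fold change was required. Its log2 odds ratio ran from -0.6427 to 1.422 when a replicate was left out. The paper gives this gene as an example beside enriched cell wall terms, and proposes that cell walls are remodeled during the switch.

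**Figure D2:**
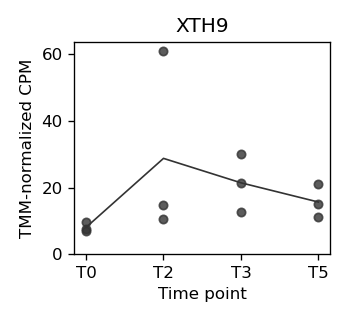
TMM-normalized CPM of XTH9 at each time point, with a point for each of the 3 replicates and a line through the means. T2 replicate 2, at 60.91 CPM, lies far above the other T2 replicates.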

For instance, *XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASE 9 (XTH9*) involved in cell wall loosening was up-regulated in C14 (log2 ratio 1.85, FDR 1.28E-3 at T0/T2). These data suggest that the SD-LD switch is accompanied by cell wall remodeling and some cell wall plasticity in the mature leaves in response to environmental changes. Cell wall modifications were reported in roots in response to inorganic phosphate starvation or in hypocotyl in response to light signaling [37]. Such examples of cell wall remodeling in relation to environment signaling remain rarely reported, especially in leaf. We also noticed in C14 a GO term “response to cyclopentenones”, which are fatty acid derivatives with signaling activities. C16 cluster, belonging to CF2 with a transient down-regulation profile, had the highest enrichment terms related to translation, RNA processing and metabolism, suggesting that a strong modification of the protein metabolism at the cellular level is possibly escorting the transition of the metabolic regime occurring in the whole plant during the switch to reproductive phase. 

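The 16 listed genes of C16 had mean shares of expression of 28.77% at T0, 25.59% at T2, 21.37% at T3 and 24.27% at T5. The SD over replicates was 0.8853% at T0, 2.528% at T3 and 1.37% at T5, so the rise from T3 to T5 is of the size of the spread while the fall from T0 to T3 is larger. Of these 16 genes, 4 were down-regulated at T0/T2 and 0 were up-regulated. Ribosomal protein genes were taken by keyword from the reference annotation, and 310 of them were tested. At T0/T2, 8 (2.6%) were up-regulated, against 21.8% of the other genes (odds ratio 0.09479, Fisher's exact test, adjusted p = 1.22e-21). Down-regulation was also less common than in other genes, with 49 genes (15.8%) against 22.2% (odds ratio 0.6588, adjusted p = 0.0138). Over the 310 genes the median log2 fold change was -0.1019 at T0/T2 and -0.3811 at T0/T3, where 20 of them lay above 0. It was -0.2675 at T2/T3, with 39 above 0, and 0.0457 at T3/T5, with 211 above 0. Only T0/T2 was tested for the set. Genes of a family are not independent, so these p-values describe the set and not a number of separate responses. The log2 odds ratio for down-regulation, -0.6021, moved most when a 2-fold change was required, to -2.342, and without T2 replicate 2 it was 0.1916. From the GO terms of C16, the paper proposes that a modified protein metabolism possibly goes along with the passage to the reproductive phase.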

Such transient modifications of translation and associated processes were also observed during a cell dedifferentiation and re-differentiation process in Arabidopsis protoplasts [38]. 

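C20 is represented by 13 listed genes, whose mean shares of expression were 26.36% at T0, 29.7% at T2, 26.93% at T3 and 17.01% at T5. The SD over replicates was 4.491% at T2 and 2.804% at T5. Of the 13 genes, 9 (69.2%) were DEGs in at least 1 comparison. A pair of keyword sets for the cell cycle was defined after the counts had arrived. Among 47 tested DNA replication genes, 27 (57.4%) were up-regulated at T0/T2, against 21.4% of the other genes (odds ratio 4.961, Fisher's exact test, adjusted p = 3.41e-07). Among 57 tested mitosis genes, 15 (26.3%) were up-regulated at T0/T2 (odds ratio 1.306, adjusted p = 0.418). At T2/T5, 14 mitosis genes (24.6%) were down-regulated, against 6.7% of other genes (odds ratio 4.537, adjusted p = 7.52e-05). The share of C20 at T0 moved most without T2 replicate 2, to 27.07%. The paper assigns C20 to cell cycle processes from its GO terms.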

Finally, C20 was enriched in GO terms associated with cell cycle processes. The modifications of the expression of *LGO/SMR1*, *KRP2* and *KRP6* cell cycle inhibitor genes involved in endoreduplication [39], the *CYCA2;3*, a suppressor of endocycles, the major cell-cycle markers, *CDKB2.1*, *CYCA1;1*, and *WEE1,* a negative regulator of the entrance in the M phase [40, 41] were consistent with the onset of the observed endocycles (Additional file 8: Figure S5). 

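The inhibitor genes rose at T0/T2. LGO (AT3G10525, chromosome 3, 3281306 to 3282131) went from 24.62 ± 3.559 to 55.17 ± 7.362 CPM (mean ± SD), a log2 fold change of 1.164 (SE 0.1125, adjusted p 1.28e-05). For KRP2 (AT3G50630, chromosome 3, 18800306 to 18801595) the log2 fold change was 0.5241 (SE 0.1194, adjusted p 0.00443). KRP6 (AT3G19150, chromosome 3, 6616330 to 6617951) changed by 0.7068 (SE 0.1046, adjusted p 2.77e-04) and reached 11.4 ± 1.087 CPM at T5. WEE1 (AT1G02970, chromosome 1, 673306 to 676419) rose from 1.491 ± 0.1012 to 3.255 ± 0.4625 CPM, with a log2 fold change of 1.125 (SE 0.1742, adjusted p 3.81e-04). CYCA2;3 (AT1G15570, chromosome 1, 5361865 to 5365559) fell from 4.051 ± 0.2926 to 2.34 ± 0.5506 CPM, with -0.791 (SE 0.261, adjusted p 0.0297). CDKB2;1 (AT1G76540, chromosome 1, 28720328 to 28722550) measured 4.481 ± 0.4798 CPM at T0 and 4.18 ± 0.8585 at T2, and CYCA1;1 (AT1G44110, chromosome 1, 16774765 to 16777352) 1.681 ± 0.489 and 1.867 ± 0.3511. The replicates of T0 and T2 overlapped in both genes, with adjusted p of 0.669 and 0.616. Both were lower by T5, at 2.078 ± 0.432 and 0.8172 ± 0.04849 CPM, and were down-regulated at T0/T5. Across 21 genes, those of Figure S5 with WEE1, CDKB2;1 and CYCA1;1, 12 were up-regulated and 5 down-regulated at T0/T2. CYCA2;3 lost significance in 4 of the 6 fits that left out a replicate, and was at -0.6284 without T2 replicate 3. RRG, another of the 21 genes, lost it in all 6 such fits and without a filter (-0.3681). Among the genes given with values here, CYCA1;1 moved most, to 0.3984 without T0 replicate 2. The paper finds the changes in these inhibitors and markers compatible with the onset of the endocycles seen in its ploidy measurements.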

In summary, leaf transcriptome during the floral transition revealed major changes in numerous processes, such as carbon and secondary metabolism, signaling events, and endoreduplication.

### Flowering and hormone-related genes are differentially expressed in mature leaves during the floral induction

The FLOR-ID core database records genes (FLGs) related to the different regulatory pathways of flowering time and to flower development [16]. To better characterize the molecular events, we analyzed the expression of these genes in mature leaves during the floral transition. We identified a set of 173 DE-FLGs out of the 413 FLGs. 

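Of the 173 genes listed in Additional file 9, 168 passed the CPM filter and 155 (89.6%) were DEGs in at least 1 of the 6 comparisons. At T0/T2, 77 were up-regulated and 49 down-regulated, with log2 fold changes from -6.1 to 8.046. At T0/T5 the numbers were 82 and 48. Between LD time points, 13 were up-regulated and 8 down-regulated at T2/T5, and 5 and 4 at T3/T5. The photoperiodism pathway held 51 of the listed genes, of which 48 (94.1%) were DEGs. With the Bonferroni adjustment, 45 of the 173 genes remained.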

These genes were rather evenly distributed among different clusters and regulatory pathways (Fig. 4a, b, Additional file 9). 

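The expression of FT, TSF and CO was very low in SD, that of BFT and COL1 was higher, and all rose after the transfer to LD. FT (AT1G65480, chromosome 1, 24331373 to 24333999) went from 0.03616 ± 0.01779 CPM (mean ± SD) at T0 to 3.668 ± 0.6935 at T2 and 8.587 ± 3.277 at T5. Its log2 fold change was 6.576 (SE 0.4917, adjusted p 1.84e-06) at T0/T2 and 7.801 (SE 0.4663) at T0/T5. TSF (AT4G20370, chromosome 4, 11000771 to 11003010) was hardly detected at T0, and its log2 fold change at T0/T2 was 6.344 (SE 0.7427, adjusted p 5.18e-05). BFT (AT5G62040, chromosome 5, 24922802 to 24923797) rose from 0.5194 ± 0.1238 at T0 to 1.058 ± 0.1357 at T2 and 3.073 ± 0.08384 at T3. Its log2 fold changes were 1.029 (SE 0.1908, adjusted p 0.00125) at T0/T2 and 1.536 (SE 0.1638, adjusted p 0.0246) at T2/T3. The T2/T3 change kept its size but not its significance with DESeq2, with only the 2 time points, with the replicate number as a block (adjusted p 0.0783) and in all 6 fits that left out a replicate (1.438 to 1.626). CO (AT5G15840, chromosome 5, 5170162 to 5173085) went from 0.06245 ± 0.04014 to 2.758 ± 0.2723 CPM, with a log2 fold change of 5.405 (SE 0.3084, adjusted p 2.38e-07). For COL1 (AT5G15850, chromosome 5, 5176091 to 5177897) it was 2.558 (SE 0.2405, adjusted p 1.05e-05). At T0/T5 the log2 fold changes of TSF, BFT, CO and COL1 were 7.332, 2.704, 5.754 and 2.849. In each of the 5 genes, all T2 replicates lay above all T0 replicates. T0 was harvested at another hour of the day than T2, T3 and T5, and the counts cannot separate that from the day length. Among these values, the size of the TSF change moved most, to 8.377 at T0/T2 without T0 replicate 2, because its counts at T0 are close to 0. The paper presents the up-regulation of the floral integrators as what an inductive shift should bring about.

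**Figure D3:**
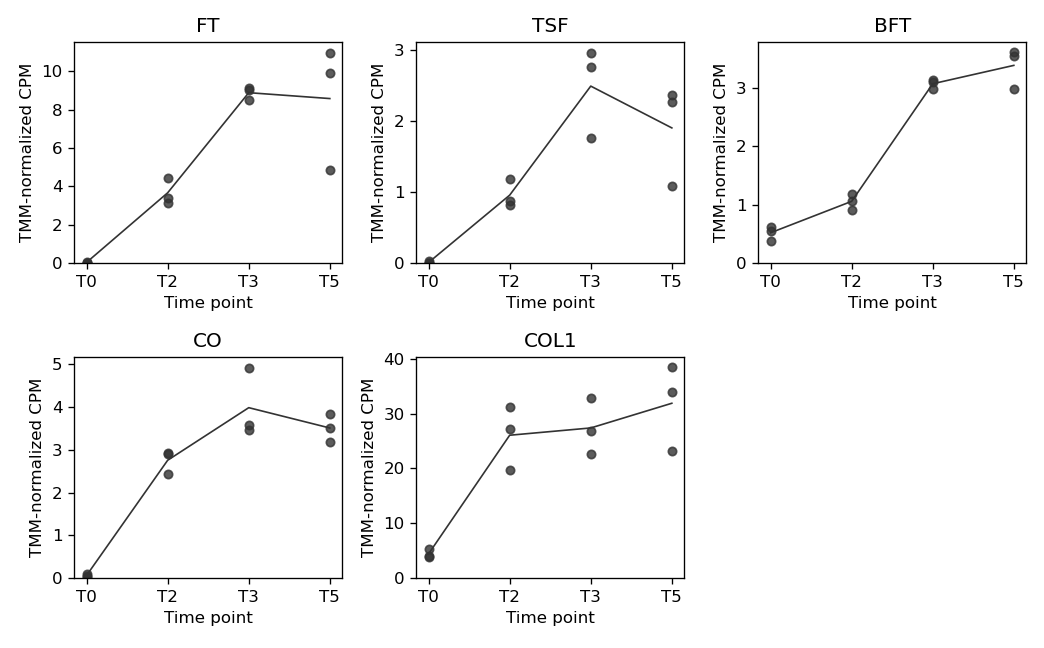
TMM-normalized CPM of FT, TSF, BFT, CO and COL1 at each time point, with a point for each of the 3 replicates and a line through the means. All 5 genes are higher in every T2 replicate than in any T0 replicate.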

As expected, the major floral integrators were upregulated, such as *FT, TWIN SISTER OF FT* (*TSF*), *BROTHER OF FT* (*BFT*), *CO* and *COL1*. The 173-gene set also included flower meristem identity and flower development (FMI-FD) genes, such as *AP2*, *PETAL LOSS* and *SEPALLATA 4*. 

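AP2 (AT4G36920, chromosome 4, 17400610 to 17403469) rose from 8.72 ± 0.6678 CPM (mean ± SD) at T0 to 19.97 ± 3.292 at T2 and 26.05 ± 7.289 at T5. The log2 fold change at T0/T2 was 1.195 (SE 0.1862, adjusted p 3.94e-04). SEP4 (AT2G03710, chromosome 2, 1129229 to 1131838) was at 17.59 ± 1.182 and 24.86 ± 4.005 CPM, a change of 0.4988 (SE 0.1111, adjusted p 0.00387). PTL (AT5G03680, chromosome 5, 957611 to 961047) measured 0.9792 ± 0.2098 CPM at T0 and 1.424 ± 0.63 at T2, and its log2 fold change of 0.5346 was not larger than the spread between replicates (adjusted p 0.235). Of 9 listed flower development genes, 6 (66.7%) were DEGs in at least 1 comparison. PTL depended most on a single sample, with 0.1808 when T2 replicate 3 was left out. Without T2 replicate 2 it was 0.8531 and significant. The paper proposes from such genes, whose action is known in meristems, that gene regulation has other levels in the floral transition.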

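Of 20 genes of Additional file 9 in the circadian clock pathway, 19 were tested and 16 (80.0%) were DEGs in at least 1 comparison. The paper had already called these 20 genes differentially expressed, so 80.0% is not a share of all clock genes. At T0/T2, 6 were up-regulated and 9 down-regulated. Between time points that share the hour of harvest, a single clock gene was a DEG at T2/T5 and none at T2/T3 and T3/T5. Among the 19 tested genes, 9 (47.4%) changed at least 2-fold at T0/T2, against 42 of the other 149 (28.2%), with an odds ratio of 2.293 and p = 0.112 by Fisher's exact test. When a 2-fold change was required, 9 of the 20 clock genes remained DEGs. The paper relates the share of changed clock genes to its design, a shift of the photoperiod.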

Consistently with the experimental design based on a photoperiod shift, most of the FLOR-ID genes classified as associated with the circadian clock were differentially expressed (84.2%). This large number of DEGs from FLOR-ID in mature leaves highlighted how complex and broad the regulatory gene network of the floral transition is.

**Fig. 4:**
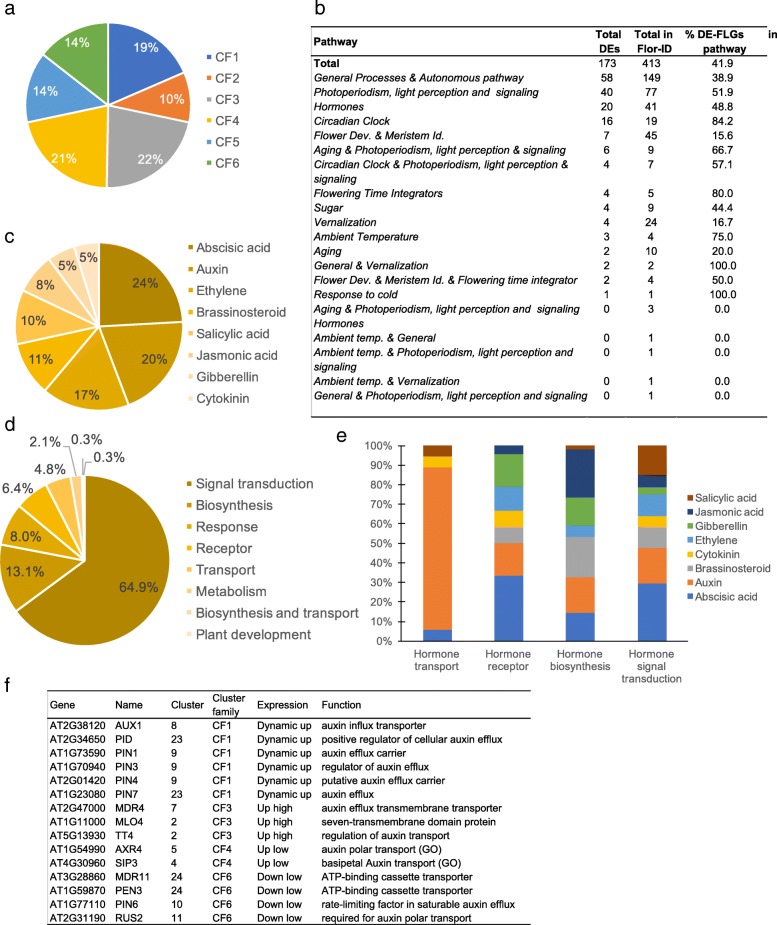
Analyses of genes differentially expressed during the SD-LD switch involved in flowering (FLGs) and hormone responses. **a** Distribution of the DE-FLGs in the different cluster families. **b** Repartition of the DEGs in the regulatory pathways involved in flowering. **c, d** Distribution of DEGs belonging to the AHD according to hormones (**c**) and to the pathways (**d**). **e** Distributions in the 5 main functional pathways. **f** DEGs related to auxin transport

In the Arabidopsis Hormone Database (AHD) [42], we identified 331 DEGs involved in hormonal regulation from biosynthesis, metabolism, perception, and transport to hormonal responses. 

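Additional file 10 lists 331 hormone genes, of which 320 were tested and 277 (83.7%) were DEGs in at least 1 of the 6 comparisons. At T0/T2, 112 were up-regulated and 97 down-regulated, and at T0/T5 131 and 110. T2/T5 gave 20 up-regulated and 23 down-regulated genes. Of 39 brassinosteroid genes, 18 were up-regulated and 6 down-regulated at T0/T2, while for 29 jasmonic acid genes the numbers were 4 and 14. The Bonferroni adjustment left 62 of the hormone genes.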

C23 was the most enriched cluster with these genes (Additional file 10; Additional file 11: Figure S6). 

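Among the hormone genes, 90 are listed for ABA and 75 for auxin, followed by 63 for ethylene and 39 each for brassinosteroids and salicylic acid. The paper had called all of these genes DEGs, so the shares given here do not describe all ABA or auxin genes. Of the ABA genes, 78 (86.7%) were DEGs in at least 1 comparison, with 29 up-regulated and 28 down-regulated at T0/T2. For auxin, 62 genes (82.7%) were DEGs, with 24 up-regulated and 22 down-regulated at T0/T2. The Bonferroni adjustment changed these numbers most, to 19 ABA genes and 10 auxin genes.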

We noticed that genes related to abscisic acid (ABA) and auxin were the most represented ones among the DEGs (Fig. 4c). Genes involved in the ABA biosynthesis were down-regulated in agreement with a repressive role of ABA in flowering [43]. 

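Additional file 10 gives 7 genes for ABA biosynthesis, and all 7 were DEGs in at least 1 comparison. At T0/T2, 4 were down-regulated and 1 was up-regulated, with log2 fold changes from -1.589 to 0.4658 and a median of -0.4912. At T0/T5, 5 were down-regulated and 2 up-regulated. With the Bonferroni adjustment, 0 genes were down-regulated at T0/T2. Given a repressive role of ABA in flowering, the paper reads the lower expression of these genes as fitting that role.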

However, the switch also largely impacted genes related to hormone signal transduction such as auxin transport (Fig. 4d, e). Among the DEGs involved in auxin-hormone transport, most genes were up-regulated at least transiently during the switch, such as several PIN members (Fig. 4f), questioning the role of auxin transporters in the flowering time control. 

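Of 15 auxin transport genes in Fig. 4f, 7 were up-regulated and 3 down-regulated at T0/T2, and 13 were DEGs in at least 1 comparison. PIN3 (AT1G70940, chromosome 1, 26742940 to 26746469) rose from 34.21 ± 4.394 CPM (mean ± SD) at T0 to 99.18 ± 12.53 at T2, with a log2 fold change of 1.535 (SE 0.1334, adjusted p 5.80e-06). For PIN4 (AT2G01420, chromosome 2, 180033 to 183764) the change was 0.5418 (SE 0.1848, adjusted p 0.0343). PIN7 (AT1G23080, chromosome 1, 8180189 to 8183650) and PIN6 (AT1G77110, chromosome 1, 28970714 to 28974805) changed at T0/T2 by -0.6595 and -0.223, without reaching significance in the main fit (adjusted p 0.0901 and 0.285), and both were down-regulated at T0/T5. PIN7 was significant at T0/T2 with the replicate number as a block, at -0.6828 (adjusted p 0.0157), and with DESeq2, at -0.6502. With the block, MDR4 (AT2G47000, chromosome 2, 19309643 to 19315343) was significant as well, at 0.4945 (adjusted p 0.0113). The largest change was that of TT4 (AT5G13930, chromosome 5, 4488476 to 4490264), 3.103 (SE 0.5673), and the lowest that of PEN3 (AT1G59870, chromosome 1, 22034423 to 22040126), -1.112 (SE 0.1123). PIN4 was no longer significant, at 0.4218, without T0 replicate 1, and TT4 moved most of all, to 3.491 without T0 replicate 2. Since most of these genes rose at least transiently, the paper raises the question of a role for auxin transporters in flowering time.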

Genes involved in gibberellin (GA) biosynthesis were mainly down-regulated, while GAMT2, a methyltransferase involved in the GA metabolism was activated, as well as negative regulators of GA responses (*RGA-LIKE1–2*) (Additional file 11: Figure S6b). 

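Of 7 GA biosynthesis genes in Additional file 10, 6 were tested, and at T0/T2 4 of them were down-regulated and 1 up-regulated. GA2 (AT1G79460, chromosome 1, 29890367 to 29894646) fell from 48.82 ± 1.479 CPM (mean ± SD) to 17.23 ± 3.167, with a log2 fold change of -1.502 (SE 0.1679, adjusted p 3.69e-05). GA3OX1 (AT1G15550, chromosome 1, 5344388 to 5346342) changed by -1.159 (SE 0.3227, adjusted p 0.0134) and GA20OX1 (AT4G25420, chromosome 4, 12990851 to 12992585) by -1.246 (SE 0.3438, adjusted p 0.0128), each significant in 4 of the 6 fits that left out a replicate. GA3OX2 (AT1G80340, chromosome 1, 30200466 to 30202349) rose, with 2.798 (SE 0.2375, adjusted p 4.95e-06). GA2OX1 (AT1G78440, chromosome 1, 29511561 to 29513100) fell under the CPM filter, and in the fit without a filter its log2 fold change was -4.34 (SE 0.3783, adjusted p 2.77e-06). Figure S6 gives its function as GA metabolism and not GA biosynthesis, so its decrease does not count toward lowered biosynthesis. GAMT2 (AT5G56300, chromosome 5, 22799507 to 22801692) varied widely between replicates, with 0.2986 ± 0.4929 CPM at T0 and 1.567 ± 1.297 at T2, and the change of 2.369 (SE 1.088) was not significant (adjusted p 0.102), although the gene was up-regulated at T0/T3. With the replicate number as a block, GAMT2 was also significant at T0/T2, with 2.486 (adjusted p 0.00836). RGL1 (AT1G66350, chromosome 1, 24748105 to 24750186) increased by 1.534 (SE 0.1575, adjusted p 2.02e-05) and RGL2 (AT3G03450, chromosome 3, 819337 to 821652) by 1.041 (SE 0.2422, adjusted p 0.005). GAMT2 moved most, to a significant 6.612, when T0 replicate 1 was left out. The paper describes GA biosynthesis as mainly lowered and negative regulators of GA responses as activated.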

Indeed, genes involved in cytokinin (CK) biosynthesis and the *SOB FIVE-LIKE 1, 2* genes (*SOFL1*, *2*), which participate to CK level regulation [44] were activated, whereas genes involved in CK catabolism (*CKK4*, *CKK6*) were down-regulated. 

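Of the CK biosynthesis genes, LOG8 (AT5G11950, chromosome 5, 3854388 to 3857243) rose at T0/T2 with a log2 fold change of 0.6634 (SE 0.08356, adjusted p 8.70e-05), and IPT9 (AT5G20040, chromosome 5, 6767701 to 6771190) fell with -0.7146 (SE 0.1071, adjusted p 3.01e-04). LOG7 (AT5G06300, chromosome 5, 1921548 to 1925407) went from 0.7361 ± 0.2234 CPM (mean ± SD) at T0 to 1.372 ± 0.1158 at T2 and 3.761 ± 0.3379 at T5, and its T0/T2 change was not significant in the main fit (adjusted p 0.059) but was with the likelihood ratio test, DESeq2 and only the 2 time points. SOFL2 (AT1G68870, chromosome 1, 25889074 to 25889734) increased by 1.408 (SE 0.4907, adjusted p 0.0375). SOFL1 (AT1G26210, chromosome 1, 9067039 to 9068207) was at 9.894 ± 1.029 and 16.01 ± 6.334 CPM, a difference within the spread of the T2 replicates (log2 fold change 0.6947, adjusted p 0.0998). With the replicate block it was 0.6046 and significant (adjusted p 0.0428). The CK catabolism genes appear in Figure S6 as CKX4, CKX6 and CKX7. CKX4 (AT4G29740, chromosome 4, 14566183 to 14569380) fell by 0.8977 (SE 0.1592, adjusted p 9.36e-04) on the log2 scale. CKX6 (AT3G63440, chromosome 3, 23424157 to 23426536) measured 6.697 ± 1.064 CPM at T0, 7.355 ± 0.6126 at T2 and 4.039 ± 1.188 at T5, and changed by 0.1357 at T0/T2 (adjusted p 0.618). It was down-regulated at T0/T5, and SOFL1 was up-regulated at T0/T3. CKX7 (AT5G21482, chromosome 5, 7226606 to 7230304) rose, with 1.045 (SE 0.3124, adjusted p 0.019). Both SOFL2 and CKX7 lost significance without T2 replicate 2, and SOFL2 moved most, to 0.6867. The paper connects the activation of CK synthesis with the up-regulation of a response regulator of the same pathway.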

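ARR10 (AT4G31920) lies on chromosome 4, 15444053 to 15447042. Its expression increased over the time course, from 14.69 ± 0.8493 CPM (mean ± SD) at T0 to 18.53 ± 1.639 at T2, 21.81 ± 1.849 at T3 and 21.98 ± 1.813 at T5. The log2 fold change at T0/T5 was 0.5813 (SE 0.094, adjusted p 3.63e-04), and all 3 T5 replicates were above all 3 T0 replicates. Leaving out T5 replicate 1 gave the value farthest from this, 0.5129. The paper connects this increase with the activation of CK biosynthesis genes in the same leaves.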

Consistently, the type-B ARABIDOPSIS RESPONSE REGULATOR 10 (ARR10) TF, a key player in the CK signaling pathway for the light response and shoot initiation [45], was up-regulated between T0/T5. 

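Additional file 12 lists 36 crosstalk genes, of which 35 were tested and 30 (83.3%) were DEGs in at least 1 comparison. Down-regulation was more common at T0/T2, with 16 genes against 6 up-regulated, and at T0/T5 the numbers were 13 and 10. The log2 fold changes at T0/T2 ran from -5.597 to 5.537. Only 2 of these genes passed the Bonferroni adjustment.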

Beside DEGs involved in one hormonal pathway, 36 DEGs are involved in hormonal crosstalk, with ABA being involved in most of these crosstalk (Additional file 12). Whereas GA is proposed to promote the floral transition and have antagonistic effects with ABA, our data suggest a complex hormonal interplay during the SD-LD switch, with GA, ABA but also new players such as the brassinosteroids and derivative forms, as well as IAA and CKs.

### Novel regulatory actors involved in the SD-LD switch

To identify regulatory elements associated with flowering in mature leaves, we performed an *ab initio* search of motifs amongst the promoters of coregulated genes in each cluster, using the Preferentially Located Motifs (PLM) detector algorithm [46]. We identified 192 significant motifs of 4 to 11 bases, distributed over the 24 clusters (M001 to M192, *p*-value < 0.05) (Fig. 5, Additional file 13). We then restricted our analysis to the seven-mers or longer motifs (91 motifs). Their occurrence varied from a unique motif (M055) in 11 different clusters to 20 motifs present in only one cluster. We questioned whether these motifs corresponded to previously discovered transcription factors bindings sites (TFBSs) by using the Tomtom Motif Comparison Tool [47] and two databases of functional motifs identified by protein-binding microarrays (PBMdb) [48], and by DAP-seq (DAPdb) [49]. We kept only significant motifs (E-value < 0.01; for DAP motifs, overlap value larger than 75%). Thirteen motifs were similar to known motifs targeted by 32 TFs from these databases (Fig. 5), the remaining motifs correspond to putative novel regulatory elements, whose function will require further investigation.

**Fig. 5:**
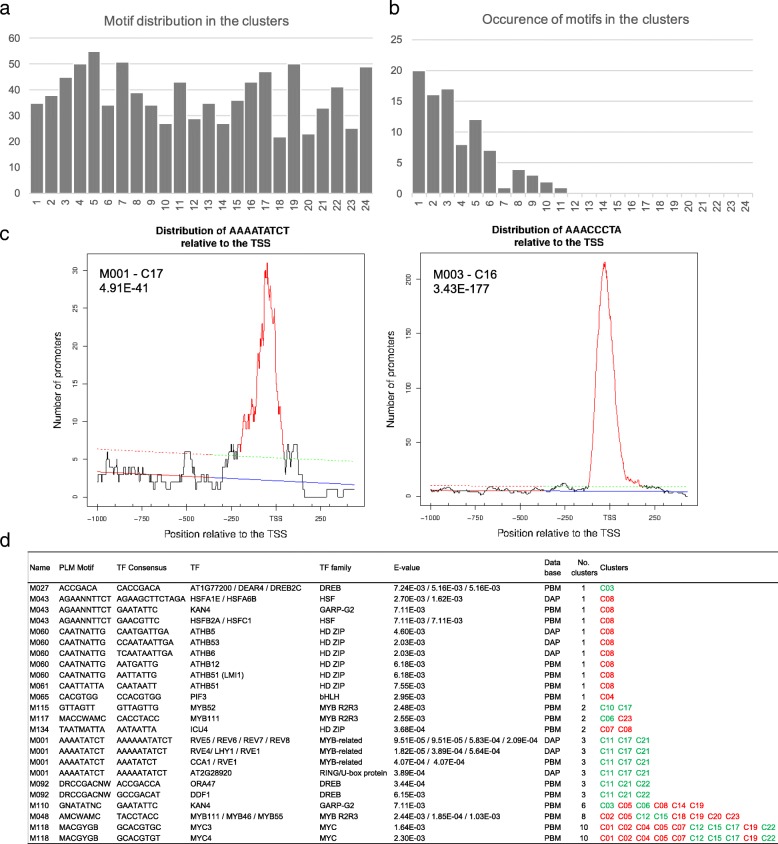
Identification of preferentially located DNA motifs (PLM). **a** Distribution in the 24 clusters of the PLM motifs (≥7 bp). **b** Occurrence of the motifs (≥7 bp) in the clusters. For instance, there are 20 motifs present in only one cluster and 1 motif present in 11 clusters and no motif present in more than 12 clusters. **c** Distribution of the M001 and M003 motifs relative to the TSS. **d** PLM motifs corresponding to known TF binding sites and their presence in clusters. In green, clusters mainly down-regulated; in red, clusters mainly up-regulated

The 32 TF set was enriched in GO terms associated with “regulation of metabolic process” (GO:0019222; *p*-value 5.65E-29, FDR 1.11E-26), “response to hormone stimulus” (GO:0009725; *p*-value 3.86E-12, FDR 3.53E-10) and “circadian rhythm” (GO:0007623; *p*-value 8.68E-10, FDR 6.43E-08) (PlantGSEA toolkit). The M001 motif (AAAATATCT) matched to the TFBS recognized by CCA1, LHY1, RVE1, and RVE5–8 TFs and to the “Evening Element”, involved in the control of circadian-regulated genes [50] and identified, for instance, in down-regulated genes such as *SVP, PHYTOCLOCK 1* (*PCL1*) and *LONG VEGETATIVE PHASE 1* (*LOV1*). 

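Promoters were searched for the exact sequence AAAATATCT from 300 bp upstream to 100 bp downstream of the annotated transcription start site, on both strands. Of 658 tested genes with the motif, 331 (50.3%) were down-regulated at T0/T2, against 3419 of 16319 genes without it (21.0%), an odds ratio of 3.819 (Fisher's exact test, p = 3.69e-59). Up-regulated genes carried it less often, with 68 of 658 (10.3%) against 22.0% (odds ratio 0.4084, Fisher's exact p = 1.79e-14). In a control region further upstream, starting at 1000 bp and ending before that window, the odds ratio for down-regulated genes was 1.697 (Fisher's exact p = 2.16e-10). Among 6 of the TFs named for this motif, LHY (AT1G01060, chromosome 1, 33365 to 37871), RVE1 (AT5G17300, chromosome 5, 5690225 to 5692992), RVE5 (AT4G01280, chromosome 4, 535198 to 538098) and RVE8 (AT3G09600, chromosome 3, 2946239 to 2949017) were up-regulated at T0/T2. Their log2 fold changes were 3.87, 5.408, 0.7166 and 4.451. RVE7 (AT1G18330, chromosome 1, 6305814 to 6308243) was down-regulated by -4.916, and CCA1 (AT2G46830, chromosome 2, 19245591 to 19248915) did not change significantly (-0.4, adjusted p 0.402). A near-identical copy of RVE7 makes its counts less certain. SVP (AT2G22540, chromosome 2, 9579647 to 9583901) changed by -0.6267 (SE 0.07576, adjusted p 6.55e-05) and LOV1 (AT2G02450, chromosome 2, 647538 to 650820) by -1.183 (SE 0.2043, adjusted p 7.83e-04). PCL1 (AT3G46640, chromosome 3, 17183042 to 17186959) went from 27.97 ± 2.638 to 20.55 ± 6.364 CPM (mean ± SD), and its change of -0.4445 was within the spread of the replicates (adjusted p 0.135). Without T2 replicate 2 the change of PCL1 was -0.6985 and significant. In PCL1 the exact motif starts at position -53 from the start site, and the promoters of SVP and LOV1 hold no exact copy from 1000 bp upstream to 100 bp downstream. The log2 odds ratio of down-regulated genes, 1.933, moved most in the control region, to 0.7628. T0 and T2 were harvested at different hours of the day. The enrichment of the motif and the changes of its TFs therefore cannot be told apart from an effect of the hour. The paper relates the motif to the Evening Element and to the control of circadian-regulated genes.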

M118 (MACGYGB) is similar to the TFBS of the MYC3 and MYC4, two TFs involved in flowering [51]. Intriguingly, no TF could be associated with M003 (AAACCCTA) and M004 (AAACCCTAA), the two closely related motifs with the best PLM *p*-values (3.43E-177, 5.39E-104, respectively). 

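The sequence AAACCCTA (M003) was found between 300 bp upstream and 100 bp downstream of the start site in 1530 tested genes. Of these, 317 (20.7%) were down-regulated at T0/T2, against 22.2% of the 15447 genes without it (odds ratio 0.9146, Fisher's exact test, p = 0.185). Up-regulated genes carried the motif less often, with 181 (11.8%) against 22.5% (odds ratio 0.4616, Fisher's exact p = 9.18e-25). The log2 odds ratio for up-regulated genes was -1.115, and in the control region further upstream it shrank to -0.1846. For down-regulated genes the value moved most when a 2-fold change was required, from -0.1288 to -1.013. The proteins the paper goes on to discuss for this motif changed little at T0/T2. LHP1 (AT5G17690, chromosome 5, 5827142 to 5829763) changed by -0.04275 (adjusted p 0.608), TRB1 (AT1G49950, chromosome 1, 18494029 to 18497318) by 0.04025 (0.731) and TOE1 (AT2G28550, chromosome 2, 12225656 to 12228624) by -0.1338 (0.38). The paper found no TF for M003 and relates it to the telo-box motif bound by TRB1 and to an LHP1 motif.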

Remarkably, M003 was highly similar to the (A/G/T)AACCCTA(A/G) motif, an LHP1 binding motif, related to the *telo*-box motif (AAACCCTA) and recognized by REPEAT BINDING PROTEIN1 (TRB1) [52], and to a lesser extent, to the tertiary motif of TOE1 (AACCTTAA), a TF belonging to the AP2/EREBP superfamily (E-value 0.54 using the PBMdb). Both LHP1 and TOE1 are known to repress flowering, LHP1 being a component of PRC1 complex [53, 54] and TOE1 inhibiting the CO activity in the *FT* activation [55]. A majority of these 32 TFs (56%) were differentially regulated during the process, implying functional preferences of the identified motifs.

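The TFs that the paper names for its motifs can be followed in the counts, and the others of the 32 are not listed by name in the text. Of the 6 M001 TFs with an identifier, 5 were DEGs in at least 1 comparison, 4 being up-regulated and 1 down-regulated at T0/T2. MYC4 (AT4G17880, chromosome 4, 9933326 to 9935685), named for M118, rose from 18.35 ± 3.17 CPM (mean ± SD) at T0 to 42.19 ± 6.279 at T2, with a log2 fold change of 1.201 (SE 0.1343, adjusted p 3.70e-05). MYC3 (AT5G46760, chromosome 5, 18974022 to 18976590) changed less, by 0.2758 (SE 0.07831, adjusted p 0.0147). RVE1 (AT5G17300) had the largest change of the named TFs, 5.408 (SE 0.316, adjusted p 2.76e-07), and it was also the value that moved most, to 5.707 without T0 replicate 2. From the share of differentially regulated TFs, the paper infers that the motifs it found have functional preferences.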

We thus further analyzed the expression of TFs by using the PlantTFDB [56], and identified 648 differentially expressed TFs, belonging to 51 TF families (Additional file 14). 

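Additional file 14 lists 648 TFs, of which 622 were tested and 574 (88.6%) were DEGs in at least 1 comparison. At T0/T2, 286 were up-regulated and 161 down-regulated, with log2 fold changes from -5.517 to 8.046 and a median of 0.3455. At T0/T5 the numbers were 340 and 167. T2/T5 gave 56 up-regulated and 29 down-regulated TFs, and T3/T5 12 and 19. The bHLH family is the largest, with 56 of 64 listed members called DEGs, followed by ERF with 30 of 48. All 4 GRF members were down-regulated at T0/T2, and in the NAC family 21 of 36 were up-regulated and 4 down-regulated. The Bonferroni adjustment left 131 TFs.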

*FT, TSF* and *BFT* were co-regulated with 7 other TFs (among which, *NAC3*, *NLP3*, *WOX2*, and ASG4) (C18) and *CO* and *COL1* with 38 other TFs (C02), enlarging regulatory networks. 

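Of 7 TFs listed in C18, 6 were tested, 4 were up-regulated at T0/T2 and 5 were DEGs in at least 1 comparison. NAC3 (AT3G29035, chromosome 3, 11033665 to 11035308) rose from 0.1069 ± 0.09433 CPM (mean ± SD) at T0 to 1.789 ± 0.9807 at T2 and 6.622 ± 3.801 at T5, with a T0/T2 log2 fold change of 4.031 (SE 1.03, adjusted p 0.00846). NLP3 (AT4G38340, chromosome 4, 17954710 to 17958063) changed by 4.623 (SE 0.5361, adjusted p 4.84e-05) and ASG4 (AT1G01520, chromosome 1, 190408 to 192436) by 2.686 (SE 0.6553, adjusted p 0.00656). WOX2 (AT5G59340, chromosome 5, 23933338 to 23935050) fell under the CPM filter, and in the fit without a filter its change was 4.567 (SE 0.6459, adjusted p 1.57e-04). The listed C18 genes had mean shares of expression of 6.962% at T0, 19.25% at T2, 31.85% at T3 and 41.94% at T5. In C2, 39 of the 40 listed TFs were tested, and all 39 were up-regulated at T0/T2, with log2 fold changes from 1.103 to 8.046. Such a common direction follows in part from the clustering itself, which groups genes by profile. When at least 10 counts were required in every sample, 0 of the C18 TFs were called up-regulated at T0/T2. The lowest T0 replicates of NAC3, NLP3 and ASG4 were at 0.0255, 0.02629 and 0.02835 CPM, too low for that filter. NAC3 moved most among the named TFs, to 5.009 without T0 replicate 1. The paper uses this co-regulation to enlarge the regulatory networks around FT and CO.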

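Of 16 TFs listed in C23, all were tested and 6 (37.5%) were DEGs in at least 1 comparison. At T0/T2, 2 were up-regulated and 1 down-regulated, and at T0/T3 4 were up-regulated. The mean shares of 31 listed C23 genes were 22.11% at T0, 24.42% at T2, 29.55% at T3 and 23.91% at T5, with an SD over replicates of 7.257% at T0, 7.781% at T2 and 9.598% at T3. The differences between time points are thus of the size of the spread between replicates. The count of C23 TFs rose to 12 with the replicate number as a block, and to 15 with a likelihood ratio test, the block and only the 2 compared time points, a combination chosen after seeing the data. The paper connects the share of TFs in this cluster with the size of the T0/T2 transition.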

The transiently-up C23 cluster from CF1 had the highest percentage of TFs among its DEGs, in agreement with the largest transcriptional switch occurring at T0/T2 (Fig. 6a). For some TF families, a large proportion of the members were differentially expressed, suggesting important roles of these families in the response to the SD-LD shift. One of these family, the family of BBX proteins, comprises the DBB (double B-box (BBX) zinc finger protein subfamily and the CO-like subfamily [57, 58] (mainly down-regulated; 10 out of the 17 DEGs) (Fig. 6b). 

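All 17 BBX genes of Fig. 6b were tested and 16 were DEGs in at least 1 comparison. At T0/T2, 7 were up-regulated and 8 down-regulated, and at T0/T5 7 and 9. By the family names of the paper's TF list, 4 of 10 CO-like genes were up-regulated and 5 down-regulated at T0/T2, and 3 and 3 of 7 DBB genes. That list places CO itself, with a log2 fold change of 5.405, among the DBB genes. The decreases were among the largest changes of the family. COL5 (AT5G57660, chromosome 5, 23355337 to 23356989) fell from 112.2 ± 14.73 CPM (mean ± SD) to 6.034 ± 0.3465, with a log2 fold change of -4.216 (SE 0.1718, adjusted p 2.37e-08). LZF1 (AT1G78600, chromosome 1, 29566863 to 29568931) changed by -4.105 (SE 0.2172), STO (AT1G06040, chromosome 1, 1828340 to 1829983) by -2.663 (SE 0.1275) and COL13 (AT2G47890, chromosome 2, 19607996 to 19610287) by -2.735 (SE 0.1136). COL13 shares near-identical sequence with another gene, so its counts are less certain. COL9 (AT3G07650, chromosome 3, 2441565 to 2444532) rose by 1.239 (SE 0.1117, adjusted p 7.68e-06) and COL2 (AT3G02380, chromosome 3, 487069 to 489467) by 1.308 (SE 0.2349, adjusted p 0.00101). COL8 (AT1G49130, chromosome 1, 18174373 to 18176389) and BBX18 (AT2G21320, chromosome 2, 9126263 to 9127987) did not change significantly at T0/T2 in the main fit (adjusted p 0.961 and 0.0758). BBX18 was significantly lower with the replicate block, at -0.7235 (adjusted p 0.0416), with DESeq2 (-0.6516) and with only the 2 time points (-0.6573). Without T2 replicate 2, COL8 went from 0.02748 to -0.3514, and the change of CO moved most, to 6.023 without T0 replicate 1. The paper takes the proportion of changed members as a sign of the family's importance for the SD-LD shift.

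**Figure D4:**
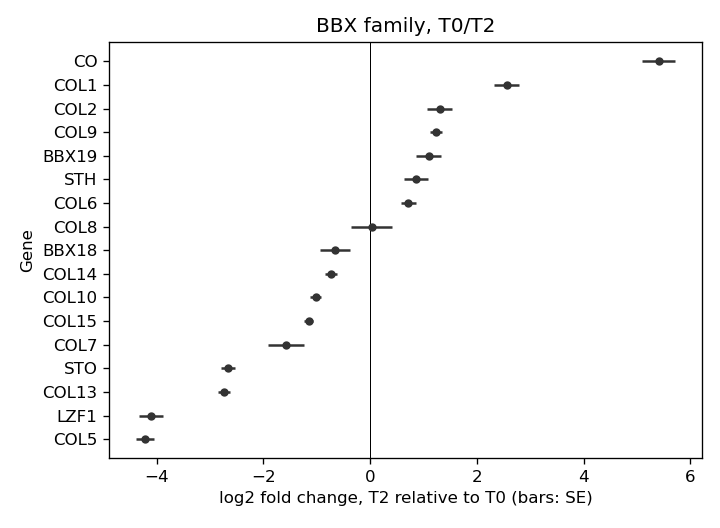
Log2 fold change at T0/T2 of the 17 BBX genes, as points with bars of 1 SE from the edgeR fit. The values run from -4.216 for COL5 to 5.405 for CO, and the bar of COL8 spans 0.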

The BBX family comprises regulators involved in the circadian clock, photomorphogenesis, flowering time, flower development, or stress responses, such as the flowering activator COL5 [59], BBX2/COL1 a circadian clock regulator [57] or the flowering repressor COL9 [60]. These data indicate putative synergistic and antagonistic roles among the BXX family for the SD-LD switch. Thirty-nine other TFs in C2, among which 5 unknown TFs may be putative novel candidates for flowering time control in the mature leaf. The expression of the NF-Y (Nuclear Factor Y) family was also largely altered. The conserved NF-Y complexes are composed of NF-YA, NF-YB and NF-YC subunits and involved in development, stress response and flowering [61–64]. Here, the NF-YA subunits were mainly up-regulated (8 out 9 NF-YA in CF3 and CF4, the up-high and up-low cluster families) compared to the other subunits (2 NF-YB, 4 NF-YC), and some subunits were coregulated (such as NF-YA4/NF-YB2/NF-YC2 in CF3, or NF-YA8/NF-YA9/NF-YB3 in CF4), suggesting specific and dynamic compositions of NF-Y complexes. 

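All 9 NF-YA genes were DEGs in at least 1 comparison. The number up-regulated relative to T0 grew from 3 at T2 to 5 at T3 and 8 at T5, with 7 up-regulated at T2/T5, while 1 gene was down-regulated at T0/T2. Of the 6 NF-YA genes in CF3, all were up-regulated at T0/T5, as were both of those in CF4. A single NF-YB gene of 2 and a single NF-YC gene of 4 were up-regulated at T0/T2, and 2 NF-YC genes were down-regulated. The coregulated subunits of CF3 rose together at T0/T2. NF-YA4 (AT2G34720, chromosome 2, 14649706 to 14651709) changed by 1.009 (SE 0.2315, adjusted p 0.0046), NF-YB2 (AT5G47640, chromosome 5, 19309227 to 19310272) by 1.443 (SE 0.08928, adjusted p 4.24e-07) and NF-YC2 (AT1G56170, chromosome 1, 21024482 to 21025902) by 2.086 (SE 0.2004, adjusted p 1.23e-05). In CF4, the T0/T2 change was 0.3811 (SE 0.1368, adjusted p 0.0424) for NF-YA8 (AT1G17590, chromosome 1, 6050164 to 6052628), which was not significant with the replicate block (0.3847), with only the 2 time points (0.3865) or in 4 of the 6 fits that left out a replicate. NF-YA9 (AT3G20910, chromosome 3, 7326355 to 7328581) and NF-YB3 (AT4G14540, chromosome 4, 8344349 to 8345324) changed by 0.07463 and 0.1127 without reaching significance (adjusted p 0.643 and 0.298). With the Bonferroni adjustment, the 8 NF-YA genes up-regulated at T0/T5 became 1, and the change of NF-YA4 moved most among the named subunits, to 1.239 without T2 replicate 2. From the shared profiles, the paper proposes that NF-Y complexes have specific and dynamic compositions.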

The three members of the small WHIRLY (WHY) family of single-stranded DNA binding proteins were also mainly down-regulated (C10, C13). 

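WHY2 (AT1G71260, chromosome 1, 26861657 to 26863454) fell from 29.09 ± 2.673 CPM (mean ± SD) at T0 to 18.96 ± 2.643 at T2, with a log2 fold change of -0.6175 (SE 0.1806, adjusted p 0.017), and stayed significant in 3 of the 6 fits that left out a replicate. WHY3 (AT2G02740, chromosome 2, 769334 to 771235) fell from 30.89 ± 3.934 to 20.33 ± 3.287 CPM, with -0.6036 (SE 0.1528, adjusted p 0.00804). WHY1 (AT1G14410, chromosome 1, 4928921 to 4931080) was at 27.18 ± 1.904 and 28.27 ± 2.815 CPM, so no change was detectable at T0/T2 (log2 fold change 0.05636, adjusted p 0.664), and at T5 it measured 21.38 ± 0.2737 CPM. At both T0/T3 and T0/T5, 2 of the 3 genes were down-regulated. With the Bonferroni adjustment 0 of them were down-regulated at T0/T2, and WHY3 moved most when T2 replicate 2 was left out, to -0.7098. From the lower expression of this family, the paper proposes chloroplast-to-nucleus signaling in the control of flowering time.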

WHIRLY1 was proposed to be involved in the gene regulation and chloroplast-to-nucleus retrograde signaling in response to redox processes occurring during light adaptation [65, 66]. While WHIRLY1 has a dual chloroplastic/nuclear localization, WHY2 and WHY3 are targeted to mitochondria and chloroplast, respectively. These data suggest a novel chloroplast-to-nucleus signaling in flowering time control.

**Fig. 6:**
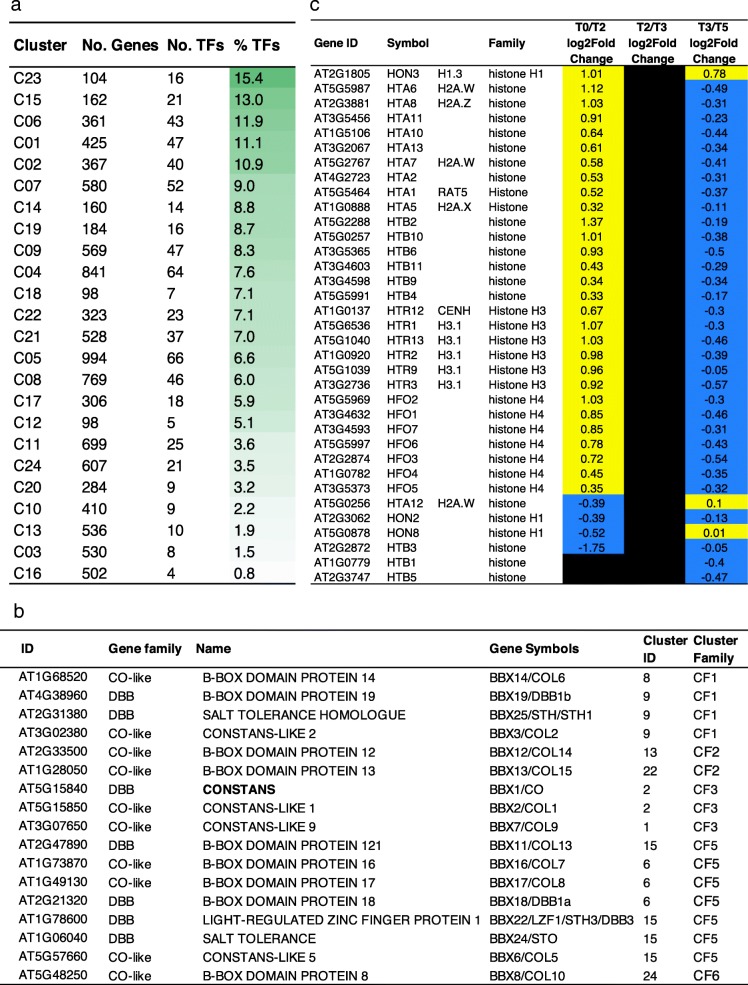
TFs and chromatin-associated genes differentially expressed during the floral transition. **a** TF Distribution in the clusters. **b** B-Box containing TFs. **c** Histone-related genes

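Of 64 FLOR-ID TFs listed as differentially expressed in Additional file 15, 62 were tested and 56 (87.5%) were DEGs in at least 1 comparison. At T0/T2, 31 were up-regulated and 16 down-regulated, with log2 fold changes from -5.517 to 8.046. Of 79 TFs listed as not differentially expressed, 35 passed the CPM filter and 9 (11.4%) were DEGs, with 3 down-regulated at T0/T2 and changes between -0.3302 and 0.366. The Bonferroni adjustment left 20 of the 64 and 0 of the 79.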

Among FLOR-ID, a functionally related subset of 64 TFs, corresponding to the differentially expressed TFs of the database (64 out of 143) (Additional file 15) was analyzed using the TF2Network tool [67] to decipher gene regulatory networks in the mature leaf. We identified 66 specific candidate regulators, by comparison with the subset corresponding to the FLOR-ID TFs, which were not differentially expressed (data not shown). The best-ranked regulators were HYH, ABF1, TCP21, ABI5, MYC2 and HY5 (Additional file 16: Figure S7), suggesting candidate regulators of the floral transition in mature leaf. 

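The expression of the candidate regulators themselves was measured in the same samples. ABF1 (AT1G49720, chromosome 1, 18400003 to 18402628) fell from 65.81 ± 3.547 CPM (mean ± SD) at T0 to 16.89 ± 1.312 at T2, with a log2 fold change of -1.962 (SE 0.07645, adjusted p 1.91e-08). ABI5 (AT2G36270, chromosome 2, 15204659 to 15207636) was under the CPM filter, at 1.867 ± 0.4117 CPM at T0 and 0.6494 ± 0.2489 at T2, and in the fit without a filter it changed by -1.492 (SE 0.3319, adjusted p 0.00422). HYH (AT3G17609, chromosome 3, 6023844 to 6024710) rose by 2.013 (SE 0.1651, adjusted p 3.79e-06) and HY5 (AT5G11260, chromosome 5, 3593335 to 3595073) by 0.7849 (SE 0.1918, adjusted p 0.00663). TCP21 (AT5G08330, chromosome 5, 2680401 to 2681993) changed by -1.302 (SE 0.4507, adjusted p 0.0365), with T2 values of 28.69 ± 16.89 CPM. For MYC2 (AT1G32640, chromosome 1, 11798119 to 11801407), at 73.46 ± 36.27 CPM at T0 and 31.67 ± 7.39 at T2, it was -1.214 (SE 0.3691, adjusted p 0.0205), and the replicates of the time points overlapped. Of 90 ABA genes that the paper had already called DEGs, 78 (86.7%) were DEGs here in at least 1 comparison. This does not measure the share of all ABA genes that changed. TCP21 moved most, to -1.868 without T2 replicate 2, which was the only 1 of its 6 fits without a replicate to stay significant, and the smallest change was -1.036. MYC2 was significant in 3 of 6 such fits, from -1.512 to -0.7974. The paper links the ABA-related candidates to the share of ABA genes that changed.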

The identification of ABI5 and ABF1 as candidate regulators, which are TFs involved in ABA responses, was in agreement with the high percentage of ABA-related genes differentially expressed in mature leaf during the floral transition (Fig. 4c).

Finally, since chromatin is a key transcriptional regulatory level, we searched for key chromatin-associated genes (CAGs) involved in flowering. 

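All 90 genes of Additional file 17 were tested, and 89 (98.9%) were DEGs in at least 1 of the 6 comparisons. Restricted to T0/T2, T2/T3 and T3/T5, the number was 81. At T0/T2, 63 were up-regulated and 17 down-regulated, with log2 fold changes from -1.757 to 1.855 and a median of 0.5177. At T0/T5, 49 were up-regulated and 21 down-regulated, and at T2/T5 3 and 11. The changes are small, and requiring at least 2-fold left 12 up-regulated genes at T0/T2, while the Bonferroni adjustment left 6.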

We identified 90 DE-CAGs, 91% being differentially expressed at T0/T2, with a bias towards up-regulated genes (Additional files 17 and 18). We noticed that a large proportion (39%) of the DE-CAGs encoded histone variants with, for instance, the *H1.3* variant (HON3), associated with stress response, 5 *H3.1* variants, which are incorporated in a replication-dependent manner in agreement with the endoreduplication events or 10 *H2A* variants (Fig. 6c). 

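The histone class of Additional file 17 holds 35 genes, all of which were DEGs in at least 1 comparison. At T0/T2, 29 were up-regulated and 4 down-regulated. HON3 (AT2G18050, chromosome 2, 7845923 to 7847031) rose from 2.851 ± 0.5478 CPM (mean ± SD) at T0 to 5.726 ± 1.706 at T2 and 10.93 ± 0.5833 at T5, with a T0/T2 log2 fold change of 1.003 (SE 0.254, adjusted p 0.00807). A wider set of 43 tested histone genes, taken by keyword from the annotation, had 33 (76.7%) up-regulated at T0/T2, against 21.4% of other genes (odds ratio 12.16, Fisher's exact test, adjusted p = 6.22e-14). Of the 35 listed genes, 8 have a near-identical transcript elsewhere, so the counts of single histone genes are less certain than their common direction. The counts cover polyadenylated RNA only. Requiring a 2-fold change left 7 up-regulated histone genes and the Bonferroni adjustment 1, since the changes are modest in size. HON3 stayed up-regulated in all 6 fits that each left out a replicate, the lowest value being 0.7598 without T2 replicate 1. The paper ties the replication-dependent variants to the endoreduplication it observed.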

Among the genes involved in histone post-translational modifications, such as genes encoding SDG4/ASH1-RELATED 3 and SDG13/SUVR1 histone methyltransferases, were up-regulated, whereas histone deacetylases were only weakly differentially expressed, except HDA2, which was down-regulated and associated with the floral transition for the first time here. 

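The histone code class of Additional file 17 has 13 genes, with 8 up-regulated and 2 down-regulated at T0/T2. SDG4 (AT4G30860, chromosome 4, 15024444 to 15027672) rose from 2.155 ± 0.13 CPM (mean ± SD) at T0 to 7.799 ± 0.5554 at T2, with a log2 fold change of 1.855 (SE 0.2046, adjusted p 3.35e-05). SDG13 (AT1G04050, chromosome 1, 1045598 to 1049864) changed by 1.284 (SE 0.1922, adjusted p 3.00e-04). HDA2 (AT5G26040, chromosome 5, 9099152 to 9101682) fell from 19.2 ± 1.283 to 7.441 ± 0.7988 CPM and stayed at 8.722 ± 0.2984 at T5, with -1.367 (SE 0.08546, adjusted p 4.56e-07) at T0/T2. In all 3 genes the T0 and T2 replicates did not overlap. The most movable of these values was that of SDG13, which reached 1.442 without T0 replicate 3, and HDA2 was at -1.259 without T2 replicate 2. On this decrease the paper bases its association of HDA2 with the floral transition.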

Consistently with modifications in DNA methylation accompanying early floral transition events, we observed the expression changes of *MET1*, *CMT3* but also of *DEMETER-LIKE2* (*DML2*), encoding a DNA glycosylase involved in active DNA demethylation, in the mature leaves. 

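MET1 (AT5G49160, chromosome 5, 19932114 to 19938470) rose from 29.15 ± 1.251 CPM (mean ± SD) at T0 to 50.3 ± 2.395 at T2, with a log2 fold change of 0.7872 (SE 0.09932, adjusted p 8.80e-05). For CMT3 (AT1G69770, chromosome 1, 26248118 to 26253687) the values were 9.336 ± 0.8963 and 17.52 ± 1.42 CPM, a change of 0.9079 (SE 0.16, adjusted p 8.99e-04). DML2 (AT3G10010, chromosome 3, 3081735 to 3088550) changed less, from 13.07 ± 1.944 to 17.95 ± 1.46 CPM, with 0.4577 (SE 0.1475, adjusted p 0.0267). All 3 genes were also up-regulated at T0/T5. DML2 kept its significance in 2 of the 6 fits that each left out a replicate and moved most without T0 replicate 1, to 0.5877. The paper sets these changes beside modifications of DNA methylation during early floral transition.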

Thus, the results suggest a rapid modification of the epigenome, concomitant with the changed TF profiles, which further endorses a dramatic reprogramming in the leaf genome, reminiscent of another developmental switch [38].

### A set of lncTUs is differentially regulated during the floral transition

To identify lncTUs with putative regulatory function, we firstly questioned whether the 14,621 lncTUs regions of our dataset and the 531 DE-lncTUs were associated with specific genome topographical characteristics, especially the nine chromatin states (CS) [68] (Fig. 7a). Consistently, lncTUs were globally preferentially associated with CS4 that corresponds predominantly to distal promoter regions and non-coding intergenic regions. CS4 has high levels of H3K27me3 and reduced levels of active histone marks. To a lesser extent, but still significantly, lncTUs are prevalent in CS5, the Polycomb-regulated CS also enriched in high H3K27me3 levels, and in CS8, the AT-rich heterochromatin, but not with the constitutive heterochromatin (CS9). Whereas the fold changes for lncTUs and DE-lncTUs were quite similar in CS8, a large discrepancy was observed between the two sets in the bivalent chromatin state, CS2. We observed a low number of DE-lncTUs in regions targeted by PCF11-SIMILAR PROTEIN 4 (PCFS4), a key factor involved in flowering time and acting on the *FCA* alternative processing [69] (Fig. 7a). These results suggest the existence of sets of lncTUs associated with specific chromatin states and with specific regulatory activities during the floral transition, such as the CS2 subset of the 193 DE-lncTUs or the PCSF4 subset.

**Fig. 7:**
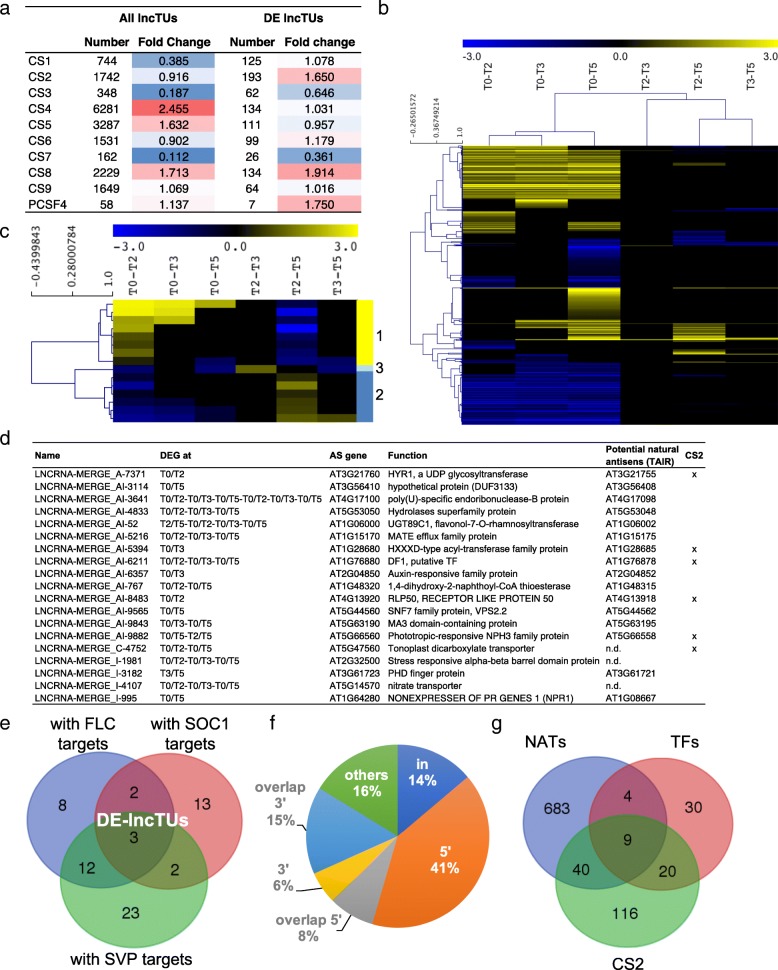
Analyses of lncRNAs during the photoperiodic inductive switch. **a** Heat maps of the lncTU distribution in the nine chromatin states and the PCFS4 target regions. The fold change was calculated based on the ratio between observed and randomly distributed lncRNAs. **b** Hierarchical clustering of the DE-lncTUs. **c** Hierarchical clustering of the dynamic DE-lncTUs. **d** DE-lncTUs in NAT orientation with genes differentially expressed at the same time point and corresponding potential NATs, as annotated in TAIR. **e** Venn diagram between the different DE-lncTU sets with FLC, SOC1 or SVP binding sites in their vicinities. **f** Distribution of the TFBSs of FLC, SOC1 or SVP inside (in), at the 5′ or 3′ end, overlapping on the 3′ or 5′ end of the lncTUs. **g** Venn diagram between DE-lncTUs in CS2, DE-lncTUs with SVP, FLC or SOC1 binding sites (TFs) in their vicinities and DE-lncTUs forming NAT couples

A hierarchical clustering analysis revealed that the majority of the 531 DE-lncTUs were either up- or down-regulated, whereas only 15 DE-lncTUs changed dynamically (Fig. 7b, c). 

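Of 428 DE-lncTUs in at least 1 comparison, 219 were only up-regulated and 207 only down-regulated. The remaining 2 were significant with both signs in different comparisons. This rule on signs stands in for the paper's hierarchical clustering of the fold changes, which was not repeated. Since few lncTUs were DE-lncTUs between LD time points (19 at T2/T5), a change of direction after T2 was detectable only where it was large. The number with both signs rose to 14 with the replicate number as a block and to 24 without a filter, and it was highest, 26, with a likelihood ratio test, the block and only the 2 compared time points, a combination chosen after seeing the data. The paper concludes that most DE-lncTUs belong to a single phase, vegetative or reproductive, and few to the transition itself.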

This indicates that most of the of DE-lncTUs were mainly specific for either the vegetative or the reproductive phase, while fewer specific ones are involved in the transition event only.

To find out if lncTUs can change the expression of genes in *cis* we examined the expression of both the lncTUs and their neighboring genes. No correlation between expression and structure could be detected at the genome level. We then investigated whether lncTUs may have putative NAT regulatory function by analyzing lncTUs with overlapping genes. The *FLORE* NAT, for example, represses *CDF5* located in antisense but also *CDF1* and *CDF3* located on other chromosomes and participates to the flowering time control [24]. 

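CDF2 (AT5G39660, chromosome 5, 15878698 to 15881537) rose from 0.9115 ± 0.1874 CPM (mean ± SD) at T0 to 6.452 ± 1.23 at T2, with a log2 fold change of 2.816 (SE 0.2715, adjusted p 1.26e-05). CDF3 (AT3G47500, chromosome 3, 17503883 to 17506124) fell from 60.08 ± 5.281 to 7.549 ± 1.908 CPM, with -2.992 (SE 0.2354, adjusted p 2.73e-06). CDF5 (AT1G69570, chromosome 1, 26161528 to 26163715) measured 1.595 ± 0.2403 CPM at T0, 2.329 ± 0.5948 at T2, 1.476 ± 0.2476 at T3 and 1.507 ± 0.4061 at T5. Its T0/T2 change of 0.5461 (SE 0.2418) was not significant (adjusted p 0.0906). For CDF1 (AT5G62430, chromosome 5, 25069093 to 25071111) no change was detectable (0.2611, adjusted p 0.191). CDF5 moved most without T2 replicate 3, to 0.3175, and was significant with the replicate number as a block, at 0.5267. The paper discusses these genes beside the FLORE NAT, which is known from published work to repress CDF5.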

Whereas *CDF2* was up-regulated, *CDF3* and *CDF5* were down-regulated in our data. Putative lncTUs that we could identified in the regions of *CDF2*, *CDF3,* and *CDF5* were not differentially expressed in our experimental design, which suggests that other regulatory mechanisms control *CDF* expression. Alternatively, transient changes in the expression of the corresponding lncTUs could not be detected. In our dataset, we found that 655 lncTUs overlapped with a flanking gene and were transcribed in antisense (putative NAT lncTUs). Among them, 19 NAT lncTUs showed opposite transcriptional activity with the overlapping gene, in at least one of the 6 comparisons (Fig. 7d, Additional file 19). 

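All 19 pairs of Fig. 7d were found in the counts. In 16 of the 19 pairs, lncTU and gene were both significant and opposite in sign in at least 1 comparison. Of the other 3, the lncTUs of HYR1 and RLP50 were not significant in any comparison of the main fit, and AT3G61723 fell under the CPM filter. With the replicate number as a block, LNCRNA-MERGE_A-7371 (chromosome 3, 7666807 to 7668565) of HYR1 changed at T0/T2 by -0.4847 (adjusted p 0.00939) and LNCRNA-MERGE_AI-8483 (chromosome 4, 8043586 to 8047176) of RLP50 by -0.4951 (adjusted p 0.0232), and 18 pairs were opposite and significant. The strongest contrast at T0/T2 was LNCRNA-MERGE_AI-3641 (chromosome 4, 9608631 to 9611700), at 3.029 (SE 0.1939, adjusted p 4.46e-10), against -1.964 (SE 0.07398, adjusted p 1.69e-08) for its gene AT4G17100. For LNCRNA-MERGE_I-4107 (chromosome 5, 4694625 to 4697013), the change was 0.7844 (SE 0.1862, adjusted p 0.00645), against -1.367 (SE 0.1186, adjusted p 5.72e-06) for NRT2.7. LNCRNA-MERGE_AI-52 (chromosome 1, 1820976 to 1821918) fell by 1.387 on the log2 scale, and AT1G06000 rose by 1.432. The pairs were chosen by the paper for being opposite, so the number does not measure how common such pairs are. With the Bonferroni adjustment, 2 pairs were opposite and significant.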

However, the expression dynamics of the gene and its NAT lncTU may be more complex and the two partners may have no synchronized expression. For instance, a lncTU formed a NAT couple with *MAF5 (*LNCRNA-MERGE_C-9859, named *MAF5_NAT*), encoding a floral repressor of the *FLC* clade. 

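MAF5 (AT5G65080) lies on chromosome 5, 25997504 to 26002619, and MAF5_NAT is LNCRNA-MERGE_C-9859 of the lncTU set. MAF5 was expressed at a low level, 2.25 ± 0.472 CPM (mean ± SD) at T0, 1.357 ± 0.274 at T2, 2.449 ± 0.2634 at T3 and 2.164 ± 0.5756 at T5. Its log2 fold change was -0.7279 (SE 0.2411, adjusted p 0.0302) at T0/T2. From T2 it rose again by 0.8498 to T3 (adjusted p 0.379) and by 0.6709 to T5 (adjusted p 0.093), neither of which was significant in the main fit. All T3 replicates lay above all T2 replicates. MAF5_NAT had a mean of 9 read pairs per sample at T0, and 3, 16 and 8 pairs in the single replicates. At T2, T3 and T5 the means were 1, 1.667 and 1 read pairs. The log2 fold change was -3.301 (SE 0.8372, adjusted p 0.0105) at T0/T2 and -3.325 (SE 0.8357, adjusted p 0.00789) at T0/T5. The T0/T2 decrease was not significant with DESeq2 (-3.483), nor without T0 replicate 2 (-2.637) or T2 replicate 3 (-2.774). With so few pairs the size of this decrease is poorly known, and it moved most without T2 replicate 2, to -4.122. MAF5 itself was significant at T0/T2 in 2 of the 6 fits that left out a replicate, and not without that sample (-0.5441). From the order of the changes, the paper reasons that a gene and its NAT may not be expressed in step.

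**Figure D5:**
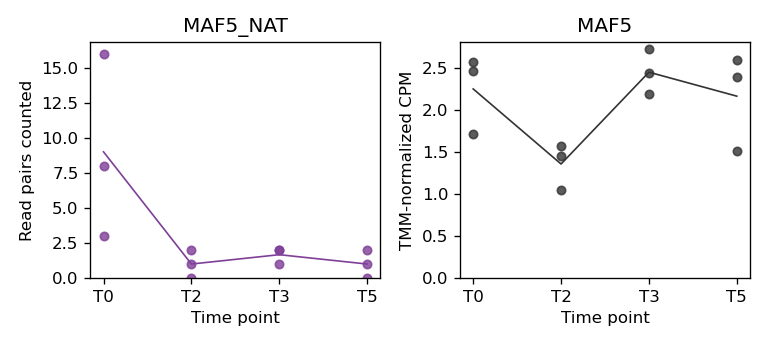
Read pairs counted on MAF5_NAT (left) and TMM-normalized CPM of MAF5 (right) at each time point, with a point for each of the 3 replicates and a line through the means. No T2, T3 or T5 replicate of MAF5_NAT has more than 2 read pairs.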

*MAF5* was differentially regulated during the floral transition and *MAF5_NAT* was strongly down-regulated before the up-regulation of MAF5 (Additional file 20: Figure S8). This is different from the transient up-regulation of antisense regulatory ncRNAs which represses *FLC*, thus illustrating the complexity of the flowering regulation mechanism.

Finally, for each DE-lncTU, we examined the presence of the TFBSs of the SVP, FLC and SOC1 flowering regulators, in a 4-kb window (3 kb upstream - 1 kb downstream) [70–74]. 

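Additional file 21 gives 123 binding sites for 63 lncTUs, all of which are in the counts. Of these 63, 58 passed the filter and 38 were DE-lncTUs in at least 1 comparison. At T0/T2, 15 were up-regulated and 9 down-regulated. Of the regulators themselves, SVP (AT2G22540, chromosome 2, 9579647 to 9583901) changed by -0.6267 (SE 0.07576, adjusted p 6.55e-05) at T0/T2 and SOC1 (AT2G45660, chromosome 2, 18807505 to 18811125) by -1.643 (SE 0.0809, adjusted p 8.14e-08), while FLC (AT5G10140, chromosome 5, 3173382 to 3179448) did not change detectably (0.04372, adjusted p 0.905). With the Bonferroni adjustment, 14 of the 63 lncTUs remained. The binding sites come from published data and were not measured in these samples. From their position near DE-lncTUs, the paper proposes that these TFs regulate lncTUs.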

We identified 123 TFBSs in the vicinity of 63 DE-lncTUs, with one to seven of these binding sites mainly present in the 5′ regions, suggesting some functionality of these TFBSs regarding the expression of the DE-lncTUs and putative roles of these TFs in lncTU regulation (Fig. 7e, f, Additional file 21). Furthermore, some of the DE-lncTUs with TFBSs were located in CS2 and/or involved in NAT couples. Based on these criteria (expression profile, presence of TFBS, location in specific chromatin state, NAT couple), the identified DE-lncTUs represent interesting candidates whose regulatory function in flowering will require further investigation.

## Discussion

### Complex molecular processes in mature leaves during the floral transition

In sensing floral inductive stimuli, leaves produce the florigen signal that switches the SAM from the vegetative to reproductive phase. Key genes involved in producing the florigen have been identified, but the global molecular events in leaves during the floral transition remain poorly described. By focusing on mature rosette leaf whose growth was completed, our study completes analyses and highlights molecular events of the floral transition in this organ. Based on differential gene expression profiles, we showed that the floral transition induced by the SD-LD switch is accompanied by re-organization of photosynthetic capacity, protein synthesis, cellular metabolism, hormonal action, stress response and cell cycle regulation, with an intricate interplay between the light regime, the circadian clock and the floral transition. Our data highlight the complex role of mature leaves in the floral transition.

LD stimulates increases in leaf sucrose level as part of the florigenic signal [75–77]. However, other metabolites are also involved in the floral transition: carbon, phosphorous, nitrogen or sulphur can impact this process [4, 78]. Genes associated with flavonoids and glucosinolates contents were differentially regulated during the photoperiodic switch, whereas these secondary metabolites are usually associated with stress responses [79]. These data support a recent study showing that the flowering regulator *FLC* is present in a QTL interval associated with glucosinolate contents in the brassicaceae species, *Aethionema arabicum* [80]. The switch occurring in the SAM appears to require massive metabolic and physiologic reprogramming events in the leaf to further explore.

### Highlight of new regulatory candidates in flowering control

Dynamics changes were reported in the transcriptional profiles of genes but also lncRNAs, highlighting the potential regulatory functions of some of them in the floral transition. Our atlas of lncTUs, with putative regulatory functions based, for instance, on their location in bivalent chromatin states or in antisense with protein-coding genes, provides promising resource for new actors in the genome regulation during the floral transition.

The analysis of the gene clusters allowed the extraction of specific putative regulatory motifs. Some of these DNA elements corresponded to binding sites of differentially expressed TFs, suggesting functionality in the transcriptional regulation of the floral transition. In parallel, a large set of differentially expressed TFs involved in various processes was identified, consistently with the molecular processes highlighted with the GO analysis. Changes in transcription of a set of FMI-FD genes, whose action is crucial in meristems, suggest other levels of gene regulation during the floral transition.

By focusing on FLOR-ID TFs, we highlighted small gene regulatory networks and potentially, new players in the floral transition in leaf, such as ABI5, ABF1, or TCP21. TCP21 is involved in the circadian clock regulation and controls *CCA1* expression [81]. The identification of TCP21 as candidate regulator here is in agreement with the large proportion (84.2%) of circadian clock–associated genes differentially expressed, during the SD-LD switch (Fig. 4b). ABI5 was reported as a floral repressor [82], which is consistent with its down-regulation here during the SD-LD switch and its putative interactions with the downstream deregulated TFs. 

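ABI5 (AT2G36270, chromosome 2, 15204659 to 15207636) was expressed at 1.867 ± 0.4117 CPM (mean ± SD) at T0, 0.6494 ± 0.2489 at T2, 0.6345 ± 0.2226 at T3 and 0.5573 ± 0.1332 at T5. Because fewer than 6 samples reached 1 CPM, it was not among the tested genes. The fit without a filter gave a log2 fold change at T0/T2 of -1.492 (SE 0.3319, adjusted p 0.00422), and the gene was not followed in other settings. The decrease is larger than the spread between replicates at both time points. The paper finds this decrease compatible with published work in which ABI5 was a floral repressor.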

ABA is involved in the control of flowering time with opposite effects according to environmental conditions [83–85]. For instance, ABA was shown to promote flowering time in a LD-dependent manner and in response to water resource availability, by modulating *GIGANTEA* (*GI*) activity on *FT* and *TSF* [84, 85]. However, the down-regulation of *GI* here suggests that the ABA-dependent promotion of flowering may not be involved in the SD-LD transition, but a loss of repression mediated by ABI5 may possibly occur. 

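GI (AT1G22770, chromosome 1, 8061751 to 8067790) fell from 276.6 ± 9.987 CPM (mean ± SD) at T0 to 4.03 ± 0.977 at T2, 2.782 ± 0.4057 at T3 and 3.49 ± 0.7751 at T5. The log2 fold change at T0/T2 was -6.1 (SE 0.2067, adjusted p 1.21e-08). GI is a gene of the circadian clock, and T0 was sampled at ZT 7 h while T2, T3 and T5 were sampled at ZT 15 h, so the counts do not tell the hour of harvest from the day length. Between T2, T3 and T5, which share the hour, GI was not a DEG. Across the alternatives the value farthest from this was -5.924 without T2 replicate 1. From the down-regulation of GI, the paper proposes that promotion of flowering through ABA may not take part in the transition. It adds that repression by ABI5 may possibly be lost.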

The hormonal contribution of the GA-dependent promoting pathway [10] may also play a role. Most of the hormone pathways being affected during the switch, albeit to different degrees, performing hormone dosages may help to untangle their contribution to flowering time.

### Endoreduplication events accompanying the floral transition in leaves

The acceleration of the cell division was reported in the SAM during the floral transition in *A. thaliana* [29, 86]. Here, we report that endocycles escort the floral transition in leaves. Thus, the floral induction is accompanied by modulations of the cell cycle in both leaves and meristems, but with differences in cell cycle exits according to the organs, endocycle or mitosis, respectively. Our result is supported by the changes in expression of key cell cycle phase markers, such as *CYCA2;3*, but also histone variants and endocycle-related genes. 

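CYCA2;3 (AT1G15570, chromosome 1, 5361865 to 5365559) decreased over the whole time course, from 4.051 ± 0.2926 CPM (mean ± SD) at T0 to 2.34 ± 0.5506 at T2, 1.892 ± 0.3436 at T3 and 0.984 ± 0.4223 at T5. Its log2 fold change at T0/T2 was -0.791 (SE 0.261, adjusted p 0.0297). Of 21 endoreduplication genes named in the paper's text or in Figure S5, 20 were DEGs in at least 1 comparison, with 12 up-regulated and 5 down-regulated at T0/T2. E2Fc (AT1G47870, chromosome 1, 17634697 to 17637809) rose by 0.5762 (SE 0.09898, adjusted p 7.58e-04) and DEL1 (AT3G48160, chromosome 3, 17783331 to 17786160) by 0.8174 (SE 0.2383, adjusted p 0.0167). Of 35 histone genes, 29 were up-regulated at T0/T2. Without T0 replicate 2 the change of DEL1 was 1.022, the largest shift among CYCA2;3, E2Fc and DEL1. Of the 21 genes, GTL1 moved further, from 0.4968 to 0.1085 when a replicate was left out. The paper counts these markers in favour of endocycles in leaves during the floral transition.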

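The CYCD3 family has 3 members in the counts. CYCD3;2 (AT5G67260, chromosome 5, 26836139 to 26839597) fell from 25.45 ± 2.286 CPM (mean ± SD) at T0 to 17.93 ± 1.109 at T2, with a log2 fold change of -0.5059 (SE 0.08798, adjusted p 8.20e-04). CYCD3;3 (AT3G50070, chromosome 3, 18565134 to 18566834) fell from 5.781 ± 0.1592 to 3.962 ± 0.5937 CPM, with -0.5447 (SE 0.1453, adjusted p 0.0107). For CYCD3;1 (AT4G34160, chromosome 4, 16357421 to 16359565) no change was detectable at T0/T2 (0.05528, adjusted p 0.878), and its mean was 3.32 ± 1.014 CPM at T5 after 6.02 ± 0.8238 at T0. All 3 genes were down-regulated at T0/T5. Without T2 replicate 2, the T0/T2 value of CYCD3;1 changed sign, to -0.1086. The paper connects the lower expression with published work in which losing these cyclins stimulated endocycles.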

Consistently with a loss of function stimulating endocycles [87], *CYCD3* genes were down-regulated in our experiments. The spindle assembly checkpoint (SAC) genes were also shown to impact both the floral transition and the timing of the endocycle onset [88]. Here, only BUBR1/MAD3 from the SAC family was slightly down-regulated, but its function in the Arabidopsis mitotic checkpoint control remain poorly documented.

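BUBR1 (AT2G33560, chromosome 2, 14213601 to 14216054) was measured at 1.025 ± 0.2163 CPM (mean ± SD) at T0, 1.174 ± 0.2139 at T2, 0.8991 ± 0.1686 at T3 and 0.4706 ± 0.1916 at T5. It did not reach 1 CPM in 6 samples, and its values are given from the fit without a filter. There its log2 fold change at T0/T2 was 0.2191 (SE 0.2939, adjusted p 0.641), which is within the spread between replicates. The gene was not followed in other settings. In the same fit the gene was down-regulated at T0/T5. The paper treats this gene with reserve, as its function in the checkpoint is poorly documented.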

Hormone signaling pathways participate to the control of the mitotic-to-endocycle transition: the endocycle repression is induced by high auxin contents [39, 89]. Consistently, we observed alterations of the auxin pathways during the photoperiodic inductive switch. The SUMO E3 ligase HPY2, described as an endocycle repressor, which may link auxin signaling and cell cycle program [89, 90], as well as two other negative regulators of endocycles, were up-regulated at the T0/T2 transition, suggesting that the entry into the endocycle program in the mature leaves may result from a fine dosage between the different controlling pathways.

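HPY2 (AT3G15150, chromosome 3, 5101844 to 5104159) rose from 1.446 ± 0.3286 CPM (mean ± SD) at T0 to 2.313 ± 0.257 at T2, with a log2 fold change of 0.6735 (SE 0.1905, adjusted p 0.0144). The T2 replicates were all above the T0 replicates, and all 6 fits that each left out a replicate kept the gene among the DEGs. The lowest of them gave 0.522, without T0 replicate 3. Under negative regulation of the endocycle, Figure S5 also lists DEL1 (AT3G48160, chromosome 3, 17783331 to 17786160), GTL1 (AT1G33240, chromosome 1, 12051361 to 12054753) and APC10 (AT2G18290, chromosome 2, 7948306 to 7950329). DEL1 changed by 0.8174 (SE 0.2383, adjusted p 0.0167), significant in 4 of the 6 fits without a replicate, and APC10 by -0.9434 (SE 0.1216, adjusted p 1.03e-04). For GTL1 the value was 0.4968 (SE 0.3182, adjusted p 0.232), which was not significant. The paper proposes that entry into the endocycle results from a balance between several controlling pathways.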

Previous studies showed that the increase in light intensity [91] and UV-B radiation [92] are associated with changes in ploidy levels. A proposed hypothesis is that the ploidy dynamics might be an adaptive response to damage possibly induced by solar radiation. Finally, we could also speculate that the increase in ploidy level in mature leaves during the floral transition may contribute to an increase in energy production required for the developmental switch, an increase in metabolites and endogenous signaling molecules, or a modulation of transcription thresholds.

## Conclusions

Our detailed study provides a novel molecular framework to further question the roles of new putative regulators in leaves during the floral transition, such as new putative lncRNAs, whose polyadenylation status will require further confirmation. Furthermore, it points at the relationship between flowering and endoreduplication and at the complex interplay between several plant hormones, which open new perspectives.

## Methods

### Plant materials and growth conditions

All *Arabidopsis thaliana* lines were in the Col-0 background. Seeds of the *pAP1::GUS* transgenic line were kindly provided by Prof. Dr. G. Angenent (unpublished material). The *AP1* promoter fragment was fused to a *GUS-GFP* cassette as described in [93], using the binary pBGWFS7 vector from VIB [94]. Plants were grown in growth chamber under SD (8 h light/16 h dark) or LD (16 h light/8 h dark) conditions. White fluorescent light was used. The photosynthetic photon flux density was 120 μmol m^− 2^ s^− 1^ in SD and LD. In SD, the temperature was 21 °C during the light and 18 °C during the dark period, and the humidity (65%) remained constant. In LD, the temperature (21 °C) and the humidity (70%) remained constant, 21 °C and 70%, respectively. Plants were cultured for 3, 4 or 5 weeks in soil, in individual pot. The transfer was done at the end of SD light, preceding the LD dark period. Flowering time indicators were recorded as previously described [53](Additional file 1: Figure S1a). The percentages of cauline leaf relatively to the total leaf number (CL%) quantifies the relationship between bolting and floral transition events [95]. For plants grown 3, 4 and 5 weeks in SD and transferred in LD it similar to the CL% in continuous LD (17.6%), and higher compared to continuous SD (11.9%) [96]. This preliminary assay showed that the SD-LD switch mimicked LD growth conditions. For a good compromise between time and material quantity, analyses were then pursued on plants grown for 4 weeks in SD.

For RNA extraction, plants were collected at Zeitgeber time 7 (ZT7) in SD, and ZT15 in LD, ZT0 marking the transition from dark to light. For leaf growth analysis, individual leaves were harvested at different time points, flattened on white paper and then digitally scanned. Leaf areas (blade and petiole) were calculated from the binary images using ImageJ software (http://rsb.info.nih.gov/ij/). Leaves from 10 to 15 plants were analyzed.

### Ploidy analysis

Leaves 1 to 4 were harvested, chopped with a razor blade in 800 μl of Galbraith buffer, filtered over a 30 μm mesh, and 150 μl of a propidium iodide solution (100 μg/ml) was added [97]. The quantification of the nuclear DNA content was performed on a CyFlow® cytometer using the FloMax® software (Sysmex Partec, France) as described [98]. The endoreduplication index was calculated by using the formula: EI = 0x(% of 2C) + 1x(% of 4C) + 2x(% of 8C) + 3x(% of 16C) + 4x(% of 32C).

### Expression analysis

Total RNAs were prepared from rosette material, treated and reverse transcribed, as previously described [99]. Quantitative real-time PCR was performed on a BioRad CFX96 apparatus using the SYBR green Master Mix (BioRad) following manufacturer’s instructions. *UBIQUITIN10* was used as reference gene. Primers are listed in Additional file 22. For GUS histochemical staining, plants were collected in the staining solution (1 mM X-Gluc (5-bromo-4-chloro-3-indolyl-ß-D-glucuronide), 0.1 M sodium phosphate buffer, pH 7.0, 2 mM potassium ferrocyanide, 2 mM potassium ferricyanide, and 0.5% Triton X-100), infiltrated under vacuum 3 times, for 5 min each, and incubated at 37 °C overnight. Samples were then washed in 70% ethanol and observed under a light microscope.

### RNA extraction, library preparation and sequencing

Total RNA was extracted with the Plant RNeasy Mini kit (QIAGEN). 10 μg of RNA was treated with TURBO DNA-free kit (Ambion Ref. AM1907) and cleaned-up from enzymatic reactions with RNeasy MinElute Cleanup Kit (QIAGEN Ref. 74,204), following the manufacture instructions. RNA integrity and concentration were analyzed with the Agilent 2100 Bioanalyzer and the Agilent RNA 6000 Nano Kit (Ref. 5067–1511). For one replicate, leaves 3–4 were dissected from 20 plants and pooled. Three independent replicates were performed for each time point. Strand specific sequencing libraries were prepared from polyA RNAs using the Illumina Tru-Seq stranded RNA sample preparation v2 kit. Four libraries were multiplexed per lane and paired-end (PE) sequenced on an Illumina HiSeq 2000. Over 40 millions of 150 bp reads were generated per sample. All steps of the experiment, from growth conditions to bioinformatic analyses, were recorded in CATdb database [100] (http://tools.ips2.u-psud.fr/CATdb/) Project ID NGS2015_01_Transition according to the international standard MINSEQE minimum information about a high-throughput sequencing experiment.

### RNA-Seq data analysis

RNA-Seq samples were processed using the following pipeline: the read pre-processing criteria included trimming library adapters and performing quality control checks using FastQC. The raw data (fastq) were trimmed using the FastX toolkit (Phred Quality Score > 20, read length > 30 bases). The Bowtie 2 mapper [101] was used to align reads against the *A. thaliana* TAIR 10 transcriptome. On average, 99% passed the quality filter and were uniquely mapped to the TAIR 10 reference genome. We extracted 33,602 genes from TAIR10 version database [102] with one isoform per gene corresponding to the representative gene model (longest coding sequence) given by TAIR10. The abundance of each gene was calculated by a local script, which parses SAM files and counts only paired-end reads for which both reads map unambiguously one gene, and by removing multi-hits. According to these rules, around 96% of PE reads were associated with a gene, 2% PE reads unmapped and 2% of PE reads with multi-hits were removed.

For differential expression analysis, we discarded genes, which did not have at least 1 read after a count per million (CPM) normalization, in at least one half of the samples. The library sizes were normalized using the TMM method. The count distribution was modelled with a negative binomial Generalized Linear Model (GLM) where the harvest date was considered. Dispersion was estimated by the edgeR method [103] in the statistical software ‘R’ (R Core team, 2015). The *p*-values were adjusted by the Benjamini-Hochberg procedure to control FDR. A gene was differentially expressed when its adjusted p-value was lower than 0.05.

### Analysis of lncRNAs

We gathered a non-redundant dataset (IJPB_lncDB) of 14,621 putative lncRNA sequences from published lncRNAs datasets [26, 104–106]. Redundant information was removed. Datasets were organized into three subsets according to strand information (+, −, Not Available (NA)). For each subset, we merged overlapping or “book-ended” lncRNA in a single transcription unit (lncTU). Three FASTA files of lncTUs were established: one with 5055 TUs on the positive strand, another one with 4851 putative TUs on the negative strand, and the last one with 4715 TUs, without strand information. All reads were mapped against the IJPB_lncDB using the Bowtie 2 mapper [107] using the same count criteria. Whereas 96% of the paired-end reads mapped to the TAIR10 genome as expected, the mean mapping percentage to the lncRNA dataset was 0.78%. 

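Read pairs counted on lncTUs amounted to between 0.5757% and 0.7246% of the pairs counted on genes in the same sample, with a mean of 0.6667% and an SD of 0.0478% over the 12 samples. T0 samples held fewer lncTU pairs (median 265756) than T2, T3 and T5 samples (medians 294352, 281220 and 301867). Reads that were unmapped or removed for several hits are not in the files analysed here, so these shares refer to counted pairs and not to all pairs sequenced.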

To establish the differentially expressed lncTUs, we used the GLM of edgeR, without or with filter using either the Bonferroni or Benjamini-Hochberg (BH) test corrections. All lncTUs differentially expressed identified using Bonferroni test were present in the list of DE lncTUs identified using BH test. 

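A Bonferroni adjusted p is never smaller than the Benjamini-Hochberg adjusted p of the same test, so the lists nest by definition whatever the data. Of 236 lncTUs called at T0/T2 with the Benjamini-Hochberg adjustment, 75 were also called with Bonferroni, and in any comparison 126 of 428. At T0/T5 110 of 351 remained.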

We further analyzed BH DE lncTUs. 

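Of 857 tested lncTUs on the + strand, 192 (22.4%) were DE-lncTUs in at least 1 comparison, and of 899 on the - strand 194 (21.6%). Fisher's exact test gave an odds ratio of 1.049 and p = 0.6869. Of 349 tested sequences without strand information, 40 (11.5%) were DE-lncTUs. Because the odds ratio is close to 1, its logarithm (0.06932) changed sign under several alternatives, and it moved most, to -0.1564, without T5 replicate 1. The paper concludes from its own comparison that the strands show no bias.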

No bias was observed for the distribution of the DE-lncRNAs on the two strands.

To determine overlaps between lncRNA and annotated chromatin states we used the online BEDTools suite. We established intersects for all lncRNAs, the DE lncRNAs and randomly reshuffled regions of identical size to compute the fold changes between observed and randomly distributed lncRNAs. The hierarchical clustering analysis was performed using the Multiexperiment Viewer tool (MeV 4_8) with the average linkage method, gene leaf order optimization and Pearson correlations.

### Model for the co-expression analysis

Co-expression analysis was carried out on differentially expressed transcripts and lncRNAs using the R package coseq [108] (https://bioconductor.org/packages/devel/bioc/vignettes/coseq/inst/doc/coseq.html). We ran two clustering methods (*K*-means algorithm and Gaussian mixture models) for two different count data transformation functions (the centred log ratio (CLR) and logCLR for *K*-means; Logit and arcsin for Gaussian mixture models). Ten technical replicates were performed for each combination of method/transformation to prevent initialization problems. We computed 30 models from *K* = 10 to *K* = 40 (*K* = number of clusters). For each method, the best *K* was selected via the slope heuristics approach for *K*-means methods or via the Integrated Completed Likelihood (ICL) criterion for Gaussian mixture models. The transformation function, which minimizes the within clusters variability (for *K*-means algorithm) or the ICL criterion (for Gaussian mixture models) was retained. Since the *K*-means algorithm seemed more sensitive to extreme expression data, we finally retained the Gaussian mixture model method with the arcsin transformation function and K = 24. This method provided a more homogeneous number of transcripts per cluster.

For each cluster, a Singular Enrichment Analysis (SEA) of GO terms (AgriGO v2.0) [109] was performed (Fisher test with a FDR cut-off at 0.01 and a minimum number of mapping entries of 10), using a customized reference corresponding to expressed genes during the time course experiment. An heatmap comparing the results of individual cluster’s SEA were obtained using the SEACOMPARE program (AgriGO v2.0).

### Bioinformatics analysis

We extracted 413 genes (FLGs) from FLOR-ID [16], comprising the 306 core flowering time genes, genes involved in flower meristem identity and flower development (FMI-FD) and pending annotated flowering time genes. For the analysis of the TFs we used the PlantTFDB 4.0 (http://planttfdb.cbi.pku.edu.cn/). Chromatin-associated genes were described in [38]. Hierarchical clustering was performed using the Multiple Experiment Viewer tool (MeV) with the Pearson correlation metric and average linkage clustering as linkage method [110]. We performed functional annotation and classification using the **“**AgriGO**”** Gene Ontology tool [109] and the Classification SuperViewer Tool from BAR [111]. For each cluster, we extracted the biological process (BP) GO terms with the best FDR and the best specialized and enriched “child” GO terms (Additional file 23). Venn diagrams were generated using the online tool provided by T. Hulsen (http://bioinformatics.psb.ugent.be/webtools/Venn/).

### Motif detection

The “Preferentially Located Motifs” algorithm is based on the over-representation of a motif around the Transcription Start Site (TSS), region − 300 from TSS to 5’UTR, compared to its distribution in the region of − 1000 to − 300 (learning region) before the TSS [46]. We also explored a list of 419 motifs merged from PLACE [112] and AGRIS (http://agris-knowledgebase.org/AtcisDB/bindingsites.html) to find enrichment (*p*-value < 0.05) around the TSS compared to all Arabidopsis genome (Additional file 23).

### Accession number

The accession number into the international GEO repository is GSE116123.

## Additional files

Additional file 1: **Figure S1.** Characterization of the SD-LD switch. (a) Flowering time according to the number of weeks in SD. Rosette and cauline leaves were recorded on plants when the first flowers appeared. The bolting time was quantified when the stem was 0.5 cm high from sowing. Three biological replicates were performed with 12 plants, each. (b) Expression of the *AP1::GUS* reporter gene in the apical shoots of plants grown 4 weeks in SD, and then transferred to LD. Day after transfer (dat).

Additional file 2: **Figure S2.** Growth of rosette leaves in response to SD or a SD-LD switch. (a) Measurements of the total rosette leaf areas. (b) Area measurement of the first six leaves. Col-0 plants were grown in SD for 4 weeks, then kept in SD (continuous line) or transferred in LD (dash line). Two biological replicates were performed with 10 plants, each. Experimental values are mean ± SEM.

Additional file 3: **Figure S3.** RNA-Seq experiments and expressed gene distributions. (a) Library sizes of the biological replicates. (b) Read mapping for the different time points and biological replicates. (c) Distribution of the expressed genes in the genomes. (d) Differentially expressed genes (DEGs) and Venn diagram with the three main comparisons. (e) Distribution of the expressed genes in the main gene classes.

Additional file 4: **Figure S4.** Analysis of lncRNAs. (a) Resources used to construct the lncTU dataset. (b) lncTUs differentially expressed for each comparison using the Benjamini-Hochberg (BH) test.

Additional file 5: List of lncTUs.

Additional file 6: List of genes per cluster.

Additional file 7: Best enriched biological process (BP) GO terms for the 24 clusters. The best BP GO term was extracted with its FDR from each SEA analysis.

Additional file 8: **Figure S5.** Differentially expressed endoreduplication-related genes extracted from the ThaleMine database. Log2 (Fold-Change) is reported. In black, non-statistically significant fold change values.

Additional file 9: Distributions of differentially expressed genes of the FLOR-ID database in the clusters.

Additional file 10: Hormone-related genes supported by genetic evidence in clusters.

Additional file 11: **Figure S6.** Floral transition and hormone pathways. (a) Distribution of AHD genes in clusters. (b) Genes associated with gibberellin metabolism and responses.

Additional file 12: Hormone-related genes involved in several hormonal pathways in the clusters.

Additional file 13: Motifs identified with the PLM algorithm.

Additional file 14: Distribution of the TFs among the clusters.

Additional file 15: TFs from the FLOR-ID.

Additional file 16: **Figure S7.** Screenshots of the TF2network user interface using the 64 TFs differentially regulated and belonging to FLOR-ID. The three Cytoscape panels show the gene regulatory networks with the first 5 best-ranked regulators (blue diamonds). Green diamonds represent TFs and green circles, non-TF genes, according to the TF2Network interface annotations. The dashed arrows indicated PWM motifs for the corresponding regulators. The blue lines indicate protein-protein interactions.

Additional file 17: Differentially expressed genes associated with chromatin biology.

Additional file 18: Distribution of differentially expressed genes associated with chromatin biology. CR: chromatin remodeling.

Additional file 19: Expression of lncTUs and their NATs.

Additional file 20: **Figure S8.** Expression of MAF5 and its antisense lncTU located in the 3′ end of *MAF5* region at T0, T2 and T3. (a) Fold changes. (b) Browser snapshot showing the expression profiles. BR1: biological replicate number 1.

Additional file 21: Distribution of the TFBFs in the regions of the lncTUs.

Additional file 22: List of oligonucleotides.

Additional file 23: Information in PLACE and AGRIS databases on the identified motifs.

## Abbreviations

DEG: Differentially expressed gene
FT: Transcription factor
GO: Gene ontology
LD: Long days
lnc: Long non-coding
SD: Short days
TU: Transcription unit
ZT: Zeitgeber

# Supplementary material for: Extensive nuclear reprogramming and endoreduplication in mature leaf during floral induction
**Source:** BMC Plant Biol. 2019 Apr 11;19:135. doi: 10.1186/s12870-019-1738-6

a

| Number of weeks in SD          | 3          | 4          | 5          |
|--------------------------------|------------|------------|------------|
| <i>Flowering parameters</i>    |            |            |            |
| Rosette leaves                 | 26.3 ± 0.1 | 33.6 ± 1.3 | 41.2 ± 1.5 |
| Cauline leaves                 | 5.8 ± 0.1  | 6.5 ± 0.1  | 8.8 ± 0.6  |
| Total leaves                   | 32.1 ± 0.2 | 40.2 ± 1.5 | 50.1 ± 1.6 |
| % cauline leaves               | 18.1 ± 1.1 | 16.3 ± 1.6 | 17.7 ± 1.2 |
| No. days to bolt from sowing   | 35 ± 1     | 41 ± 1     | 47 ± 1     |
| No. days to bolt from transfer | 14 ± 1     | 13 ± 1     | 12 ± 1     |
| <i>Light conditions</i>        |            |            |            |
| Light hours in SD              | 168        | 224        | 280        |
| Light hours in LD              | 240        | 224        | 176        |
| Total light hours              | 408        | 432        | 456        |

b

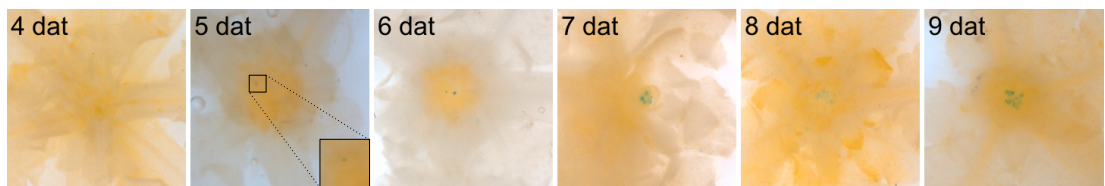

**Supplement:** Supplementary file 1 — Figure S1. Characterization of the SD-LD switch. (a) Flowering time according to the number of weeks in SD. Rosette and cauline leaves were recorded on plants when the first flowers appeared. The bolting time was quantified when the stem was 0.5 cm high from sowing. Three biological replicates were performed with 12 plants, each. (b) Expression of the AP1::GUS reporter gene in the apical shoots of plants grown 4 weeks in SD, and then transferred to LD. Day after transfer (dat).

# Supplementary material for: Extensive nuclear reprogramming and endoreduplication in mature leaf during floral induction
**Source:** BMC Plant Biol. 2019 Apr 11;19:135. doi: 10.1186/s12870-019-1738-6
**Supplement:** Supplementary file 3 — Figure S3. RNA-Seq experiments and expressed gene distributions. (a) Library sizes of the biological replicates. (b) Read mapping for the different time points and biological replicates. (c) Distribution of the expressed genes in the genomes. (d) Differentially expressed genes (DEGs) and Venn diagram with the three main comparisons. (e) Distribution of the expressed genes in the main gene classes.

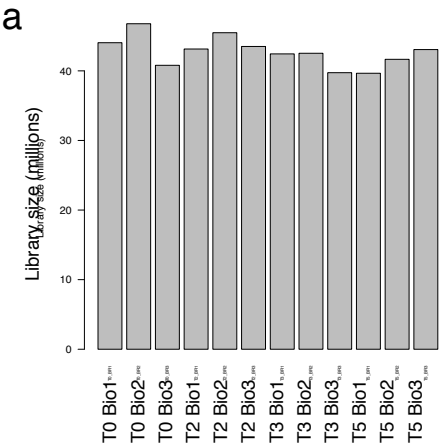

**b**

| Time point | Biological repeat | Bowtie2 results    |                        | Sam2counts                    |                               | Total pair counted (properly paired on same ref. and reversed strand) |
|------------|-------------------|--------------------|------------------------|-------------------------------|-------------------------------|-----------------------------------------------------------------------|
|            |                   | Total paired reads | Overall alignment rate | Total multi-hits read removed | Total multi-hits pair removed |                                                                       |
| T0         | BR01              | 45 542 220         | 98.97%                 | 1 554 854                     | 529 044                       | 44 044 212                                                            |
|            | BR02              | 48 165 370         | 99.23%                 | 1 676 322                     | 559 347                       | 46 770 727                                                            |
|            | BR03              | 42 134 256         | 99.20%                 | 1 517 241                     | 533 998                       | 40 798 729                                                            |
| T2         | BR01              | 44 506 108         | 99.03%                 | 1 540 091                     | 605 070                       | 43 139 269                                                            |
|            | BR02              | 47 126 174         | 99.08%                 | 1 712 362                     | 692 819                       | 45 480 238                                                            |
|            | BR03              | 45 078 232         | 99.09%                 | 1 556 387                     | 620 648                       | 43 504 758                                                            |
| T3         | BR01              | 44 073 307         | 99.12%                 | 1 584 790                     | 651 057                       | 42 437 368                                                            |
|            | BR02              | 44 189 464         | 98.78%                 | 1 604 125                     | 651 570                       | 42 527 353                                                            |
|            | BR03              | 41 052 667         | 99.15%                 | 1 419 324                     | 571 364                       | 39 737 795                                                            |
| T5         | BR01              | 41 046 783         | 99.07%                 | 1 428 504                     | 581 646                       | 39 655 480                                                            |
|            | BR02              | 43 207 137         | 99.04%                 | 1 520 445                     | 628 679                       | 41 657 733                                                            |
|            | BR03              | 44 543 187         | 99.08%                 | 1 536 824                     | 635 666                       | 43 059 175                                                            |

**c**

| Time point | Nuclear gene No. | Mitochondrial gene No. | Chloroplasmic gene No. |
|------------|------------------|------------------------|------------------------|
| T0         | 19 831           | 36                     | 73                     |
| T2         | 19 644           | 34                     | 72                     |
| T3         | 19 707           | 37                     | 76                     |
| T5         | 19 780           | 40                     | 71                     |

**d**

| Comparison | DEG No. |       |       |
|------------|---------|-------|-------|
|            | All     | Up    | Down  |
| T0/T2      | 6 582   | 3 322 | 3 260 |
| T2/T3      | 1 012   | 470   | 542   |
| T3/T5      | 1 673   | 703   | 970   |

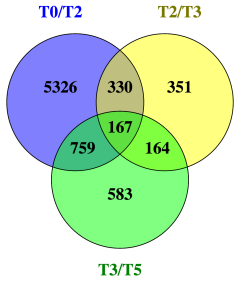

**e**

| Genes          | No. in the genome (TAIR10) | All expressed genes | % in the class | Expressed in T0 | % in the class | Expressed in T2 | % in the class | Expressed in T3 | % in the class | Expressed in T5 | % in the class |
|----------------|----------------------------|---------------------|----------------|-----------------|----------------|-----------------|----------------|-----------------|----------------|-----------------|----------------|
| Protein coding | 27416                      | 19515               | 71.2           | 19118           | 69.7           | 19055           | 69.5           | 19103           | 69.7           | 19189           | 70             |
| TE             | 3903                       | 206                 | 5.3            | 188             | 4.8            | 179             | 4.6            | 185             | 4.7            | 186             | 4.8            |
| Pseudogenes    | 924                        | 200                 | 21.6           | 182             | 19.7           | 172             | 18.6           | 184             | 19.9           | 175             | 18.9           |
| tRNA           | 689                        | 7                   | 1              | 4               | 0.6            | 4               | 0.6            | 5               | 0.7            | 5               | 0.7            |
| ncRNA          | 394                        | 297                 | 75.4           | 288             | 73.1           | 286             | 72.6           | 289             | 73.4           | 287             | 72.8           |
| miRNA          | 177                        | 28                  | 15.8           | 24              | 13.6           | 25              | 14.1           | 26              | 14.7           | 24              | 13.6           |
| snoRNA         | 71                         | 24                  | 33.8           | 21              | 29.6           | 23              | 32.4           | 21              | 29.6           | 18              | 25.4           |
| rRNA           | 15                         | 0                   | 0              | 0               | 0              | 0               | 0              | 0               | 0              | 0               | 0              |
| snRNA          | 13                         | 7                   | 53.8           | 6               | 46.2           | 6               | 46.2           | 7               | 53.8           | 7               | 53.8           |
| Total          | 33602                      | 20284               |                | 19831           |                | 19750           |                | 19820           |                | 19891           |                |

# Supplementary material for: Extensive nuclear reprogramming and endoreduplication in mature leaf during floral induction
**Source:** BMC Plant Biol. 2019 Apr 11;19:135. doi: 10.1186/s12870-019-1738-6
**Supplement:** Supplementary file 4 — Figure S4. Analysis of lncRNAs. (a) Resources used to construct the lncTU dataset. (b) lncTUs differentially expressed for each comparison using the Benjamini-Hochberg (BH) test.

a

| <b>Data set</b> | <b>Annotations</b>                                                                                          | <b>Reference</b> |
|-----------------|-------------------------------------------------------------------------------------------------------------|------------------|
| 36              | Other RNAs, TAIR9                                                                                           | Liu et al., 2012 |
| 469             | Annotated                                                                                                   | Di et al., 2014  |
| 995             | Predicted levels 1 & 2                                                                                      | Di et al., 2014  |
| 278             | New RNA-seq (167 in RepTAS db)                                                                              | Liu et al., 2012 |
| 36              | Analyse EST Unigene (14 in RepTAS db)                                                                       | Liu et al., 2012 |
| 32              | Analyse tiling array, (26 in RepTAS)                                                                        | Liu et al., 2012 |
| 61              | Analyse tiling array, (39 in RepTAS)                                                                        | Liu et al., 2012 |
| 6480            | New data, RepTAS                                                                                            | Liu et al., 2012 |
| 5049            | <a href="http://www.noncode.org">http://www.noncode.org</a>                                                 | NONCODEv4        |
| 4396            | Predicted level 3                                                                                           | Di et al., 2014  |
| 98              | <a href="http://tools.ips2.u-psud.fr/projects/FLAGdb++/">http://tools.ips2.u-psud.fr/projects/FLAGdb++/</a> | FLAGdb++         |

b

|           | <b>T0/T2</b> | <b>T0/T3</b> | <b>T0/T5</b> | <b>T2/T3</b> | <b>T2/T5</b> | <b>T3/T5</b> | <b>Total</b> |
|-----------|--------------|--------------|--------------|--------------|--------------|--------------|--------------|
| DE-lncTUs | 313          | 291          | 456          | 5            | 95           | 28           | 531          |

# Supplementary material for: Extensive nuclear reprogramming and endoreduplication in mature leaf during floral induction
**Source:** BMC Plant Biol. 2019 Apr 11;19:135. doi: 10.1186/s12870-019-1738-6
**Supplement:** Supplementary file 8 — Figure S5. Differentially expressed endoreduplication-related genes extracted from the ThaleMine database. Log2 (Fold-Change) is reported. In black, non-statistically significant fold change values.

| Gene ID                                              | Symbol  | Name                                | T0/T2<br>log2Fold<br>Change | T2/T3<br>log2Fold<br>Change | T3/T5<br>log2Fold<br>Change |
|------------------------------------------------------|---------|-------------------------------------|-----------------------------|-----------------------------|-----------------------------|
| <b>GO:0042023 - DNA endoreduplication</b>            |         |                                     |                             |                             |                             |
| AT1G47870                                            | E2Fc    | Homolog of E2F C                    | 0.58                        |                             |                             |
| AT3G19150                                            | KRP6    | KIP-related protein 6               | 0.71                        |                             |                             |
| AT3G48160                                            | DEL1    | DP-E2F-like 1                       | 0.83                        |                             |                             |
| AT3G50630                                            | KRP2    | KIP-related protein 2               | 0.53                        |                             |                             |
| AT1G15570                                            | CYCA2;3 | Cyclin A2;3                         | -0.79                       |                             | -0.94                       |
| AT2G27960                                            | CKS1    | Cyclin-dependent kinase 1           | -0.51                       | 0.32                        |                             |
| AT2G42260                                            | UVI4    | UV-B-Insensitive 4                  | 1.16                        |                             |                             |
| <b>GO:0032876 - negative regulation of endocycle</b> |         |                                     |                             |                             |                             |
| AT3G15150                                            | HPY2    | High ploidy2                        | 0.68                        |                             |                             |
| AT2G18290                                            | APC10   | Anaphase promoting complex 10       | -0.94                       |                             |                             |
| AT3G48160                                            | DEL1    | DP-E2F-like 1                       | 0.83                        |                             |                             |
| AT1G33240                                            | GTL1    | GT-2-like 1                         | 0.50                        |                             | -0.37                       |
| <b>GO:0032877 - positive regulation of endocycle</b> |         |                                     |                             |                             |                             |
| AT3G10525                                            | LGO     | Loss of giant cells from organs     | 1.17                        | 0.29                        |                             |
| AT3G24810                                            | ICK3    | Cyclin-dependent kinase inhibitor 3 | 0.87                        |                             |                             |
| AT4G02980                                            | ABP1    | ER auxin binding protein 1          | 0.34                        |                             |                             |
| AT1G55350                                            | DEK1    | Defective Kernel 1                  | 0.33                        |                             |                             |
| <b>GO:0032875 - regulation of endoreduplication</b>  |         |                                     |                             |                             |                             |
| AT1G78770                                            | APC6    | Anaphase promoting complex 6        | 0.65                        |                             |                             |
| AT2G18290                                            | APC10   | Anaphase promoting complex 10       | -0.94                       |                             |                             |
| AT1G19270                                            | DA1     | DA1                                 | -0.95                       |                             |                             |
| AT1G69380                                            | RRG     | Retarded root growth                | -0.39                       |                             |                             |
| AT5G11510                                            | MYB3R-4 | Myb domain protein 3r-4             | 0.47                        |                             | -0.68                       |

# Supplementary material for: Extensive nuclear reprogramming and endoreduplication in mature leaf during floral induction
**Source:** BMC Plant Biol. 2019 Apr 11;19:135. doi: 10.1186/s12870-019-1738-6
**Supplement:** Supplementary file 11 — Figure S6. Floral transition and hormone pathways. (a) Distribution of AHD genes in clusters. (b) Genes associated with gibberellin metabolism and responses.

a

| Cluster | AHD DEGs (%) | p-value  |
|---------|--------------|----------|
| 23      | 16.35        | 4.74E-11 |
| 14      | 9.38         | 1.27E-06 |
| 15      | 7.41         | 1.46E-04 |
| 6       | 4.99         | 5.80E-04 |
| 7       | 3.79         | 5.00E-03 |
| 4       | 3.33         | 9.65E-03 |
| All     | 3.17         | 1.48E-20 |

b

| Gene ID                                   | Symbol   | Name                              | Function                                    | T0/T2<br>log2Fold<br>Change | T2/T3<br>log2Fold<br>Change | T3/T5<br>log2Fold<br>Change |
|-------------------------------------------|----------|-----------------------------------|---------------------------------------------|-----------------------------|-----------------------------|-----------------------------|
| <b><i>Giberellin-associated genes</i></b> |          |                                   |                                             |                             |                             |                             |
| AT5G56300                                 | GAMT2    | GA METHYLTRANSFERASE 2            | GA metabolism                               |                             | 0.79                        |                             |
| AT1G80340                                 | GA3OX2   | GA 3-OXIDASE 2                    | GA9 to bioactive GA4 tranformation          | 2.8                         | 0.62                        |                             |
| AT1G30040                                 | GA2OX2   | GA 2-OXIDASE                      | GA4 catabolism                              | 0.9                         |                             |                             |
| AT1G66350                                 | RGL1     | RGA-like 1                        | GRAS TF, Negative regulator of GA responses | 1.54                        |                             |                             |
| AT3G03450                                 | RGL2     | RGA-like 2                        | GRAS TF, Negative regulator of GA responses | 1.05                        |                             |                             |
| AT1G74670                                 | GASA6    | GA-STIMULATED ARABIDOPSIS 6       | GA-regulated family protein                 | 0.57                        |                             | -1.28                       |
| AT4G32980                                 | ATH1     | Homeobox protein                  | TF, regulating GA biosynthesis              | 0.31                        |                             |                             |
| AT3G63010                                 | GID1B    | GA INSENSITIVE DWARF1A            | GA receptor                                 |                             |                             | 0.67                        |
| AT3G05120                                 | GID1A    | GA INSENSITIVE DWARF1A            | GA receptor                                 | -0.47                       |                             |                             |
| AT5G27320                                 | GID1C    | GA INSENSITIVE DWARF1C            | GA receptor                                 | -0.91                       |                             |                             |
| AT1G79460                                 | GA2/KS1  | ENT-KAURENE SYNTHASE              | GA biosynthesis                             | -1.5                        |                             | 0.47                        |
| AT1G15550                                 | GA3OX1   | GA 3-OXIDASE 1                    | GA biosynthesis                             | -1.15                       | -1.01                       |                             |
| AT4G25420                                 | GA20OX1  | GA 20-OXIDASE 1                   | GA biosynthesis                             | -1.24                       |                             |                             |
| AT1G78440                                 | ATGA2OX1 | GA 2-beta-DIOXYGENASE             | GA metabolism                               | -4.38                       |                             |                             |
| AT1G22690                                 |          | Unknown                           | GA-regulated family protein                 | -1.23                       |                             | -0.87                       |
| AT5G14920                                 | GASA14   | GA-STIMULATED IN ARABIDOPSIS 14   | GA-regulated family protein                 |                             |                             | -0.71                       |
| <b><i>Cytokinin-associated genes</i></b>  |          |                                   |                                             |                             |                             |                             |
| AT5G06300                                 | LOG7     | LONELY GUY 7                      | cytokinin biosynthesis                      | 0.9                         |                             | 1.11                        |
| AT5G11950                                 | LOG8     | LONELY GUY 8                      | cytokinin biosynthesis                      | 0.67                        |                             |                             |
| AT5G20040                                 | IPT9     | tRNA ISOPENTENYLTRANSFERASE 9     | cytokinin biosynthesis                      | -0.71                       |                             |                             |
| AT4G29740                                 | CKX4     | CYTOKININ OXIDASE 4               | cytokinin catabolism                        | -0.89                       |                             |                             |
| AT3G63440                                 | CKX6     | CYTOKININ OXIDASE/DEHYDROGENASE 6 | cytokinin catabolism                        |                             |                             | -0.66                       |
| AT5G21482                                 | CKX7     | CYTOKININ OXIDASE 7               | cytokinin catabolism                        | 1.05                        |                             |                             |
| AT1G26210                                 | SOFL1    | SOB FIVE-LIKE 1                   | regulator of cytokinin levels               | 0.7                         |                             | -1.35                       |
| AT1G68870                                 | SOFL2    | SOB FIVE-LIKE 2                   | regulator of cytokinin levels               | 1.41                        |                             |                             |

# Supplementary material for: Extensive nuclear reprogramming and endoreduplication in mature leaf during floral induction
**Source:** BMC Plant Biol. 2019 Apr 11;19:135. doi: 10.1186/s12870-019-1738-6

a

|                     | T0/T2<br>log2Fold<br>Change | FDR      | T0/T3<br>log2Fold<br>Change | FDR      | T0/T5<br>log2Fold<br>Change | FDR      | T2/T3<br>log2Fold<br>Change | FDR      | T2/T5<br>log2Fold<br>Change | FDR      | T3/T5<br>log2Fold<br>Change | FDR |
|---------------------|-----------------------------|----------|-----------------------------|----------|-----------------------------|----------|-----------------------------|----------|-----------------------------|----------|-----------------------------|-----|
| MAF5                | -0.72                       | 2.77E-02 |                             |          |                             |          | 0.85                        | 5.69E-04 | 0.67                        | 3.87E-02 |                             |     |
| LNCRNA-MERGE_C-9859 | -3.466698                   | 5.65E-05 | -2.637844                   | 6.43E-03 | -3.433199                   | 1.51E-04 | NA                          | NA       | NA                          | NA       | NA                          | NA  |

b

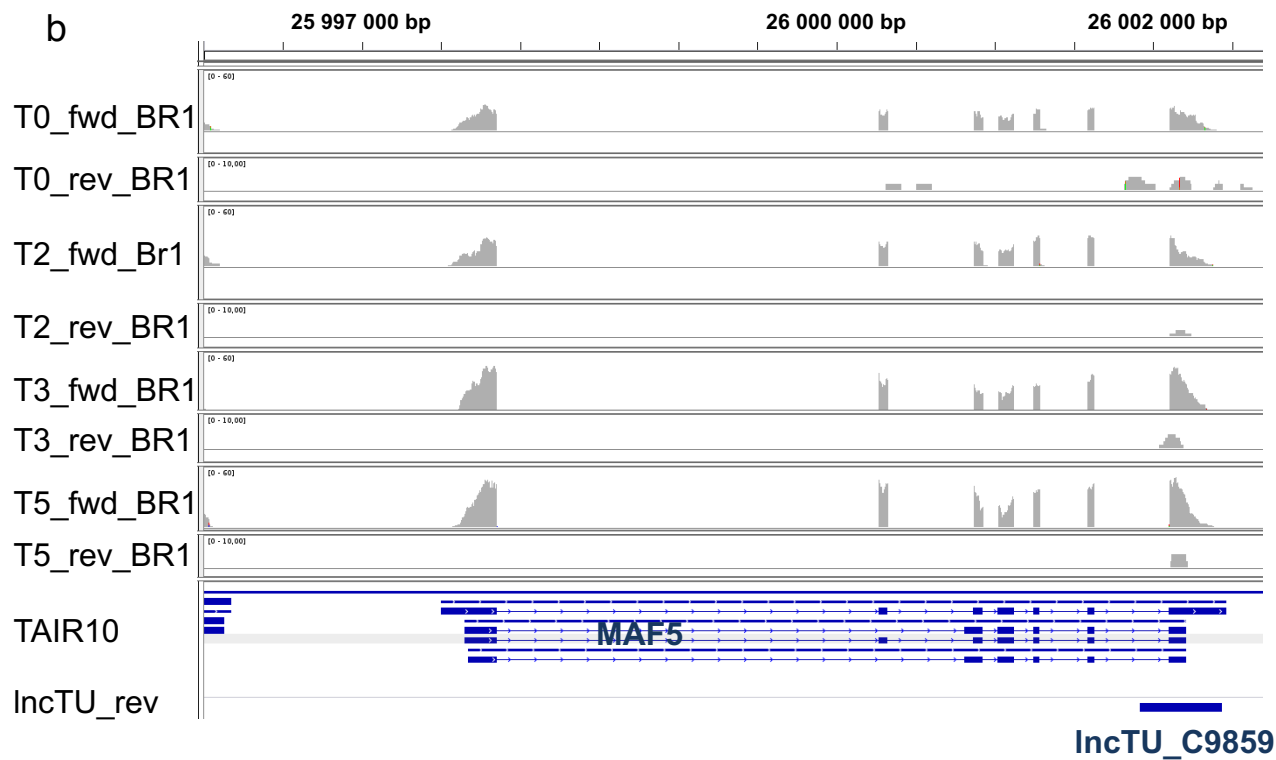

**Supplement:** Supplementary file 20 — Figure S8. Expression of MAF5 and its antisense lncTU located in the 3′ end of MAF5 region at T0, T2 and T3. (a) Fold changes. (b) Browser snapshot showing the expression profiles. BR1: biological replicate number 1.

How the deposited data were processed for this re-analysis (not part of the article)

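RNA was measured in leaves 3 and 4 of plants at T0, after 4 weeks in SD, and after 2, 3 and 5 days in LD, with 3 replicates of 20 pooled plants at each time point and 12 samples in all. T0 was harvested at ZT 7 h and the other samples at ZT 15 h. The authors made strand-specific libraries of polyadenylated RNA and sequenced them in pairs, 4 libraries per lane. For each sample the authors deposited a table of raw counts for genes and another for lncTUs, both as numbers of read pairs without normalization or filter. To make the gene counts, the authors trimmed reads with the FastX toolkit, aligned them with Bowtie 2 to the TAIR10 transcriptome with 33602 genes and a single isoform each, and counted pairs in which both reads mapped to a single gene. Pairs with several hits were removed. To make the lncTU counts, the authors aligned the same reads separately to their merged set of lncTUs and applied the same rule. The lane and date of each library are not in the labels, so batches could not be examined.

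A sample held 39655480 to 46770727 gene pairs and 249292 to 309090 lncTU pairs. A CPM of 1 stands for 39.66 to 46.77 pairs for genes and for 0.2493 to 0.3091 pairs for lncTUs, so lncTUs are measured with much larger relative error. Counts were analysed in R 4.3.3 with edgeR 4.0.16, which loads limma 3.58.1, and with DESeq2 1.42.0 as an alternative. Genes or lncTUs with a CPM of at least 1 in at least 6 of the 12 samples were kept, which left 17039 genes and 2154 lncTUs. Libraries were normalized with TMM, a single quasi-likelihood model with time point as the only factor was fitted to all 12 samples (glmQLFit and glmQLFTest), and the 6 comparisons were tested within it. A Benjamini-Hochberg adjusted p under 0.05 was called significant. The SE of a log2 fold change was taken from the fit as the absolute log2 fold change divided by the square root of F. CPM values in the text are TMM-normalized. The pipeline was tested on simulated data with 200 changed genes and an absolute log2 fold change of 1.5, of which 171 were tested and 166 recovered. For lncTUs 179 of 200 were recovered. The changed genes and lncTUs were drawn from those with a mean of at least 10 counts, and all had the same dispersion. In this simulation 5.7% of the calls of edgeR and 14.9% of those of DESeq2 were false, and 0 genes were called between unchanged time points.

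The genes and lncTUs named in the text follow a rule. They are those the paper names in its text, in Fig. 4f, 6b, 6c and 7d or in Figures S5, S6 and S8, where a supplementary file or the reference gives an identifier. To these come the 10 DEGs with the largest absolute log2 fold change at T0/T2 and the 5 at T2/T3 and T3/T5, among DEGs with a mean CPM of at least 1 and with all 3 replicates of a time point above all 3 of the other. The 5 DE-lncTUs with the largest change at T0/T2 and a mean of at least 10 counts complete the rule. ABI5, BUBR1, GA2OX1 and WOX2 fall under the CPM filter and are given from the fit without a filter. Positions are those of the TAIR10.1 reference. Near-identical copies were searched among annotated transcripts at 95% identity over 200 bp. Cluster profiles are each gene's mean CPM at a time point divided by its sum over the 4 time points. Complete lists were at hand for C1, C2 and C3 only.

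Gene sets from annotation keywords and promoters with a motif were compared with Fisher's exact test, with a Benjamini-Hochberg adjustment over the sets. Motifs were searched as exact sequences from 300 bp upstream to 100 bp downstream of the annotated start site, and in a control region from 1000 bp upstream to the start of that window. Relations across overlapping pairs were tested with 100000 permutations. An exact permutation test of 3 samples against 3 cannot go below 0.1, so single genes were tested only in edgeR. The alternatives were RLE normalization, the likelihood ratio test, DESeq2, no filter, at least 10 counts in every sample, only the 2 time points compared, the replicate number as a block, Bonferroni, a fold change of at least 2 and leaving out each sample in turn. For lncTUs the library size was also taken from the genes. A further 3 alternatives were added after the data had been seen.

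A count that the paper gives was taken to differ when it was more than 1.5 times the value computed here, or less by the same factor, and a log2 fold change when its sign differed or the difference was larger than the SE of the main fit, under every setting. The GO enrichments, the clustering itself, the motif discovery and the TF networks of the paper were not repeated, and chromatin states, ploidy, leaf growth and qPCR are not in the files analysed here.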

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

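Each of the following was flagged because it is among the largest changes in the data while the paper's text does not discuss it. No group holds enough samples for a test of single outlying samples, and no contrast was repeated in a second group. The largest rise at T0/T2 was that of PR1 (AT2G14610, chromosome 2, 6241640 to 6242541), at 9.175 (SE 1.197, adjusted p 1.12e-04), from 0.2964 ± 0.1738 to 175.7 ± 48.88 CPM. RVE2 (AT5G37260, chromosome 5, 14751344 to 14753088) rose by 8.046 (SE 0.138, adjusted p 8.78e-11). PRR7 (AT5G02810, chromosome 5, 637681 to 642030) changed by -5.999 (SE 0.1803, adjusted p 8.95e-09). All 3 T2 replicates lay on the same side of all 3 T0 replicates in each of these genes, and all 6 fits that left out a replicate kept them. RVE2 and PRR7 are related to the circadian clock, and T0 was harvested at another hour than T2. Among listed clock genes, changes of at least 2-fold were not clearly more common than among other listed flowering genes (Fisher's exact p = 0.112). That test cannot separate the hour from the day length, as either could change clock genes. These changes cannot be told apart from an effect of the hour of harvest.

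CAB2 (AT1G29920, chromosome 1, 10474656 to 10475969) changed by -6.266 (SE 0.404, adjusted p 5.99e-07) and CAB3 (AT1G29910, chromosome 1, 10472280 to 10473502) by -6.224 (SE 0.3717, adjusted p 3.21e-07). VSP1 (AT5G24780, chromosome 5, 8507590 to 8509201) changed by -7.473 (SE 2.263, adjusted p 0.0202) and VSP2 (AT5G24770, chromosome 5, 8500468 to 8502224) by -6.572 (SE 2.009, adjusted p 0.021). NATA1 (AT2G39030, chromosome 2, 16298110 to 16299205) changed by -6.762 (SE 2.062, adjusted p 0.0208). The T0 replicates of the last 3 differ widely, with 183.1 ± 237.1 CPM for VSP1, 400 ± 493.1 for VSP2 and 58.84 ± 72.39 for NATA1. Only 2, 3 and 2 of their 6 fits without a replicate were significant, so the significance of these 3 flags depends on the samples used. Their size stayed large in these fits. It ran from -8.039 to -5.561 for VSP1, from -7.338 to -4.863 for VSP2 and from -7.316 to -5.072 for NATA1. As for the genes before, the hour of harvest differs between T0 and T2 and cannot be ruled out.

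At T3/T5, PYD4 (AT3G08860, chromosome 3, 2696199 to 2699420) changed by 4.001 (adjusted p 0.0295), SAG13 (AT2G29350, chromosome 2, 12600914 to 12602556) changed by 3.641 (adjusted p 0.0367) and GER3 (AT5G20630, chromosome 5, 6975029 to 6976036) changed by -3.433 (adjusted p 0.0178). CML41 (AT3G50770, chromosome 3, 18873911 to 18874836) changed by 2.883 (adjusted p 0.0316) and ATSDI1 (AT5G48850, chromosome 5, 19805437 to 19807853) changed by 2.607 (adjusted p 0.0254). In each gene all T5 replicates lay on one side of all T3 replicates. None stayed significant when only the 2 time points were fitted, where the values were 3.998, 3.636, -3.439, 2.879 and 2.603 in the same order. Without T5 replicate 3 none was significant either, at 2.258, 1.979, -3.203, 1.627 and 1.597. That replicate had 243.3 CPM of PYD4 and 208 of ATSDI1, against 32.01 and 28.5 and against 41.72 and 61.11 in the other T5 replicates. Of the 6 fits that left out a replicate, 2, 2, 3, 3 and 3 were significant, so the significance of these 5 flags depends on the samples used. The size of the change also depends on T5 replicate 3 for PYD4, SAG13, CML41 and ATSDI1. That of GER3 stayed between -3.721 and -2.755. T3 and T5 were harvested at the same hour.

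A pair of technical explanations was tested for these 13 genes together, with predictions written before the result. Reads shared with near-identical genes could matter for 4 of the 13, VSP1, VSP2, CAB2 and CAB3, which have another gene with at least 95% identity over 200 bp. The count of genes with under 10 counts per sample at the higher time point was 0 of the 13. The flagged genes were chosen with a mean of at least 1 CPM, about 40 read pairs, so this rule all but fixed the outcome on low counts, which says nothing about the genes. Low counts at the lower time point were not tested. Sequencing batches are not given in the labels and were not tested, and no biological explanation was tested.

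The lncTUs with the largest changes at T0/T2 were flagged in the same way. LNCRNA-MERGE_H-4559 (chromosome 5, 14757143 to 14757440) changed by 8.281 (SE 0.7738, adjusted p 4.03e-07), from a mean of 0 to 41 read pairs. LNCRNA-MERGE_H-9445 changed by 8.026 (SE 0.328, adjusted p 1.97e-13), from a mean of 1 to 353 read pairs. LNCRNA-MERGE_I-7768 changed by -5.079 (SE 0.5966, adjusted p 3.12e-06), from a mean of 68 to 2.333 read pairs. LNCRNA-MERGE_J-13686 changed by -5.015 (SE 0.5297, adjusted p 8.53e-07), from a mean of 47.67 to 1.667 read pairs. LNCRNA-MERGE_H-4192 changed by -4.956 (SE 0.4224, adjusted p 4.02e-08), from a mean of 147.3 to 5.667 read pairs. Positions of the others are not in the files analysed here. Changes in lncTUs that overlap a gene on the same strand followed that gene (Spearman's rho 0.8092 over 95 pairs, across pairs that are not independent replicates). Whether these 5 lncTUs could carry reads of such a gene was not tested, because a position is given for only 1 of them. The hour of harvest differs here too and cannot be ruled out. No biological explanation was tested.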

How the results depend on the processing

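The fits, filter and thresholds, the rule for named genes and all alternatives below, apart from the 3 marked as chosen later, were written down before the processed files arrived. So were the counts of DEGs, DE-lncTUs and complete lists, the other gene sets, and the motif test in down-regulated genes. Added later were the DNA replication and mitosis sets, the motif tests in up-regulated genes and the strand comparison. Later additions also include the counts for clock, ABA, auxin, GA, crosstalk, BBX, NF-Y, WHIRLY, cluster and FLOR-ID TF genes and for lncTUs with binding sites. Of 80 main results, 27 had the same outcome under every alternative, and of 194 single log2 fold changes 131 did. A count is taken as the same when it lies within 1.5 times its main value. A log2 odds ratio with a count of 0 uses a pseudocount of 0.5.

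In the main fit the DEGs numbered 7421 at T0/T2, 8813 at T0/T3, 9418 at T0/T5, 1 at T2/T3, 1878 at T2/T5 and 718 at T3/T5 and 11464 in any comparison. The DE-lncTUs numbered 236 at T0/T2, 285 at T0/T3, 351 at T0/T5, 0 at T2/T3, 19 at T2/T5 and 2 at T3/T5 and 428 in any comparison. The counts relative to T0 stayed within 1.5 times the main count under every choice of normalization, test, filter and block, and those between LD time points did not.

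Bonferroni in place of Benjamini-Hochberg is a stricter threshold on the same p-values, so no count rose and most fell. The DEGs became 1125 at T0/T2, 1280 at T0/T3, 1592 at T0/T5, 11 at T2/T5, 3 at T3/T5 and 1847 in any comparison. The DE-lncTUs became 75 at T0/T2, 83 at T0/T3, 110 at T0/T5, 4 at T2/T5, 1 at T3/T5 and 126 in any comparison. It kept 45 FLOR-ID genes, 62 hormone genes, 131 TFs, 11 chromatin genes, 0 TFs of the non-DE list, 6 chromatin genes up at T0/T2 and 1 histone gene up at T0/T2. It also gave 10 clock genes, 19 ABA genes, 10 auxin genes, 0 ABA biosynthesis genes down at T0/T2, 1 auxin transport gene up at T0/T2, 1 GA biosynthesis gene down at T0/T2 and 2 crosstalk genes. It also gave 20 FLOR-ID TFs, 15 C2 TFs up at T0/T2, 0 C18 TFs up at T0/T2, 0 C23 TFs, 3 BBX genes up at T0/T2, 1 NF-YA gene up at T0/T5 and 0 WHIRLY genes down at T0/T2. It also gave 0 dynamic DE-lncTUs, 2 opposite NAT pairs and 14 DE-lncTUs with binding sites. A changed sign of the log2 odds ratio appeared for up-regulated light-harvesting genes (0.5341), down-regulated XTH genes (0.004322), up-regulated histone genes (-1.456), up-regulated DNA replication genes (-0.5324) and up-regulated mitosis genes (-1.859). Significance of the log2 odds ratio was lost for down-regulated histone genes (-0.6324) and down-regulated mitosis genes at T2/T5 (4.505). Significance of the log2 odds ratio was gained for M003 in down-regulated genes (-0.8533).

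Requiring a fold change of at least 2 as well removes small changes, which most DEGs are. DEGs were then 1848 at T0/T2, 2031 at T0/T3, 2451 at T0/T5, 377 at T2/T5, 95 at T3/T5 and 3043 in any comparison. DE-lncTUs were then 145 at T0/T2, 166 at T0/T3, 220 at T0/T5, 12 at T2/T5 and 273 in any comparison. This kept 61 FLOR-ID genes, 113 hormone genes, 266 TFs, 15 chromatin genes, 0 TFs of the non-DE list, 12 chromatin genes up at T0/T2 and 7 histone genes up at T0/T2. It also gave 9 clock genes, 29 ABA genes, 23 auxin genes, 1 ABA biosynthesis gene down at T0/T2, 3 auxin transport genes up at T0/T2, 10 crosstalk genes and 30 FLOR-ID TFs. It also gave 5 NF-YA genes up at T0/T5, 0 WHIRLY genes down at T0/T2, 1 dynamic DE-lncTU, 3 opposite NAT pairs and 23 DE-lncTUs with binding sites. The sign of the log2 odds ratio turned for up-regulated mitosis genes (-0.8622). The log2 odds ratio was no longer significant for up-regulated histone genes (1.302), down-regulated histone genes (-1.038), up-regulated DNA replication genes (1.153) and M001 in up-regulated genes (-0.4885). The log2 odds ratio became significant for up-regulated XTH genes (2.756) and M003 in down-regulated genes (-1.013).

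The likelihood ratio test in place of the quasi-likelihood F test ignores the uncertainty of the dispersion of each gene. With it, DEGs were 29 at T2/T3 and 1133 at T3/T5. For lncTUs it gave 1 at T2/T3, 38 at T2/T5 and 7 at T3/T5. It gave 4 TFs of the non-DE list and 4 dynamic DE-lncTUs. For M003 in down-regulated genes (-0.2531) the log2 odds ratio gained significance.

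DESeq2 in place of edgeR changes normalization, dispersion and test. DEGs were 108 at T2/T3, 2941 at T2/T5 and 1699 at T3/T5. DE-lncTUs were 1 at T2/T3 and 4 at T3/T5. There were 4 dynamic DE-lncTUs. For the + against the - strand (-0.1352) the log2 odds ratio changed sign.

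Fitting only the 2 time points compared leaves 6 samples to estimate the dispersion. The number of DEGs was 0 at T2/T3, 371 at T2/T5 and 4 at T3/T5. The number of DE-lncTUs was 1 at T2/T3 and 1 at T3/T5. There were 2 C18 TFs up at T0/T2. A changed sign of the log2 odds ratio appeared for the + against the - strand (-0.03356).

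A replicate block removes variation shared by samples with the same replicate number. With it there were, in numbers of DEGs, 0 at T2/T3, 3083 at T2/T5 and 1414 at T3/T5. For DE-lncTUs the numbers were 2 at T2/T3, 53 at T2/T5 and 27 at T3/T5. It gave 12 C23 TFs and 14 dynamic DE-lncTUs. The sign of the log2 odds ratio turned for the + against the - strand (-0.01023). Significance of the log2 odds ratio was gained for up-regulated light-harvesting genes (-2.766).

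A likelihood ratio test with the replicate block, chosen after seeing the data, combines a pair of these changes. DEGs numbered 248 at T2/T3, 3358 at T2/T5 and 2032 at T3/T5. DE-lncTUs numbered 4 at T2/T3, 62 at T2/T5 and 35 at T3/T5. There were 13 C23 TFs and 16 dynamic DE-lncTUs. The log2 odds ratio became significant for up-regulated light-harvesting genes (-2.736). The same fit with only the 2 time points was also chosen after seeing the data. Its DEGs numbered 1007 at T2/T3, 3005 at T2/T5 and 1850 at T3/T5. Its DE-lncTUs numbered 11 at T2/T3, 103 at T2/T5 and 35 at T3/T5. It called 1 TF of the non-DE list, 2 C18 TFs up at T0/T2, 15 C23 TFs and 26 dynamic DE-lncTUs. For the + against the - strand (-0.01137) the log2 odds ratio changed sign.

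Without a filter, weakly expressed genes and lncTUs enter the test. DE-lncTUs were then 11 at T2/T3, 72 at T2/T5 and 47 at T3/T5. It gave 24 dynamic DE-lncTUs. A changed sign of the log2 odds ratio appeared for the + against the - strand (-0.08197). For down-regulated ribosomal protein genes (-0.1504) and down-regulated histone genes (-1.943) the log2 odds ratio lost significance. For M003 in down-regulated genes (-0.3661) the log2 odds ratio gained significance. With at least 10 counts required in every sample, genes and lncTUs that are off at some time point leave it. DE-lncTUs were 2 at T2/T5 and 1 at T3/T5. It left 0 C18 TFs up at T0/T2 and 1 dynamic DE-lncTU. The sign of the log2 odds ratio turned for the + against the - strand (-0.1335).

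Taking the library size of lncTUs from the genes changed few values. The number of DE-lncTUs was 1 at T3/T5. It gave 5 dynamic DE-lncTUs. For the + against the - strand (-0.01035) the log2 odds ratio changed sign. With RLE normalization in place of TMM, hardly any value changed. A changed sign of the log2 odds ratio appeared for the + against the - strand (-0.005445). The T0 share moved by more than its replicate SD in C11 (30%). Summing the orientations of unstranded lncTUs, chosen after seeing the data, changed no outcome. The control region for motifs should show no enrichment if a motif acts close to the start site. M001 in down-regulated genes went against this, with an odds ratio of 1.697 (Fisher's exact p = 2.16e-10), though 3.819 near the start site. The control region weakened both motifs in up-regulated genes. Significance of the log2 odds ratio was lost for M001 in up-regulated genes (-0.2221) and M003 in up-regulated genes (-0.1846). Counting motifs on the gene strand only, and other ways to call a gene expressed, changed no outcome.

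Leaving out each replicate in turn lowers the number of samples per time point to 2 in a single group. Ranges for a comparison cover the 6 fits without a sample of its own 2 time points. Fits without a sample of another time point reached 3 DEGs at T2/T3, without T5 replicate 3. Without T3 replicate 2 they reached 1864 DEGs and 34 DE-lncTUs at T2/T5. Within the 6 fits, the number of DEGs ran from 0 to 0 at T2/T3, from 497 to 1554 at T2/T5 and from 2 to 1042 at T3/T5. The number of DE-lncTUs ran from 0 to 1 at T2/T3, from 3 to 20 at T2/T5 and from 1 to 7 at T3/T5. Listed counts ran from 4 to 8 TFs of the non-DE list, from 2 to 8 C23 TFs, from 1 to 2 WHIRLY genes down at T0/T2 and from 0 to 5 dynamic DE-lncTUs. They also ran from 8 to 18 opposite NAT pairs. Log2 odds ratios ran from -0.1564 to 0.07158 for the + against the - strand, from -0.9271 to 0.1916 for down-regulated ribosomal protein genes, from -0.6427 to 1.422 for up-regulated XTH genes and from -3.322 to -1.565 for down-regulated histone genes. They ran from -0.4881 to -0.1346 for M003 in down-regulated genes. The T0 shares ran from 29.95 to 30.21 percent for C11 and from 15.35 to 18.37 percent for C14. For T0/T2 the number of DEGs, which kept its size, ran from 6108 to 7010 across the 6 fits.

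Single log2 fold changes reversed their sign only where the main value was not significant. CDKB2;1 at T0/T2 (-0.101) changed to between -0.2389 and 0.03118 when a replicate was left out. CYCA1;1 at T0/T2 (0.1479) changed to between -0.01648 and 0.3984 when a replicate was left out. CYCD3;1 at T0/T2 (0.05528) changed to between -0.1086 and 0.1793 when a replicate was left out. GASA14 at T0/T2 (0.123) changed to between -0.1255 and 0.3733 when a replicate was left out. LHP1 at T0/T2 (-0.04275) changed to between -0.07226 and 0.02904 when a replicate was left out. TRB1 at T0/T2 (0.04025) changed to between -0.02514 and 0.1087 when a replicate was left out. COL8 at T0/T2 (0.02748) changed to -0.03656 (replicate block), -0.04675 (test and block changed together), -0.02982 (test, block and 2 time points changed together) and between -0.3514 and 0.2278 when a replicate was left out. FLC at T0/T2 (0.04372) changed to between -0.132 and 0.2609 when a replicate was left out. LNCRNA-MERGE_I-3182 at T0/T2 (-0.005186) changed to 0.00501 (no filter), 3.23e-04 (only the 2 time points), 0.01817 (replicate block), 0.01579 (library size from genes), 0.01473 (test and block changed together), 0.04932 (test, block and 2 time points changed together) and between -0.5554 and 0.5347 when a replicate was left out. The settings named here as changed together were chosen after seeing the data. Beside these, 17 rows were weaker and 64 stronger under the other alternatives, and 103 weaker and 12 stronger when a replicate was left out. Of the headline rows not printed, 508 under the other alternatives and 650 with a left-out replicate were the same.

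For other single log2 fold changes it was significance that depended on the setting, and values are for T0/T2 where no comparison is given. With the replicate block, significance was gained by MYB3R-4 (0.4559), PIN7 (-0.6828), MDR4 (0.4945), GAMT2 (2.486), GA2OX2 (0.8263), ATH1 (0.3085), SOFL1 (0.6046), BBX18 (-0.7235), CDF5 (0.5267), LNCRNA-MERGE_A-7371 (-0.4847), LNCRNA-MERGE_AI-6211 (-0.7151), LNCRNA-MERGE_AI-767 (-0.6691) and LNCRNA-MERGE_AI-8483 (-0.4951), and significance was lost by BFT at T2/T3 (1.539) and NF-YA8 (0.3847). With DESeq2, significance was gained by PIN7 (-0.6502), ATH1 (0.3147), LOG7 (0.908), BBX18 (-0.6516), LNCRNA-MERGE_A-7371 (-0.4799), LNCRNA-MERGE_AI-6211 (-0.7461), LNCRNA-MERGE_AI-767 (-0.6964) and LNCRNA-MERGE_AI-8483 (-0.5174), and significance was lost by BFT at T2/T3 (1.536), PYD4 at T3/T5 (3.998) and LNCRNA-MERGE_C-9859 (-3.483). With only the 2 time points, significance was gained by ATH1 (0.3099), LOG7 (0.8995), BBX18 (-0.6573) and LNCRNA-MERGE_AI-6211 (-0.7265), and significance was lost by XTH9 (1.848), BFT at T2/T3 (1.535), SOFL2 (1.414), NF-YA8 (0.3865), PYD4 at T3/T5 (3.998), SAG13 at T3/T5 (3.636), GER3 at T3/T5 (-3.439), CML41 at T3/T5 (2.879) and ATSDI1 at T3/T5 (2.603). With the likelihood ratio test, significance was gained by LOG7 (0.8946). With RLE normalization, significance was gained by LNCRNA-MERGE_AI-8483 (-0.5169). With no filter, significance was gained by LNCRNA-MERGE_AI-6211 (-0.719), and significance was lost by RRG (-0.3681). With at least 10 counts in every sample, significance was gained by LNCRNA-MERGE_A-7371 (-0.4457), LNCRNA-MERGE_AI-767 (-0.6569) and LNCRNA-MERGE_AI-8483 (-0.4805). With the library size from genes, significance was gained by LNCRNA-MERGE_A-7371 (-0.4676). When each replicate was left out in turn, significance was lost in 6 of 6 fits by RRG and BFT at T2/T3, 5 of 6 fits by TCP21, 4 of 6 fits by CYCA2;3, SOFL2, NF-YA8, DML2, MAF5, VSP1, NATA1, PYD4 at T3/T5 and SAG13 at T3/T5, 3 of 6 fits by XTH9, PIN4, CKX7, NF-YA5, WHY2, MYC2, VSP2, GER3 at T3/T5, CML41 at T3/T5, ATSDI1 at T3/T5 and LNCRNA-MERGE_I-1981, 2 of 6 fits by DEL1, GID1C, GA3OX1, GA20OX1, LNCRNA-MERGE_AI-3114 and LNCRNA-MERGE_C-9859 and 1 of 6 fits by AT1G22690, ARR10, MYC3, LNCRNA-MERGE_I-4107 and LNCRNA-MERGE_C-9859 at T0/T5. It was gained in at least 1 of these fits by MYB3R-4, PTL, MDR4, GAMT2, ATH1, SOFL1, PCL1, NF-YA2, MAF5 at T2/T5, LNCRNA-MERGE_A-7371, LNCRNA-MERGE_AI-6211 and LNCRNA-MERGE_AI-8483. The settings chosen after seeing the data are left out of this paragraph.

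The single log2 fold changes followed here were narrowed after the values had been seen. They are T0/T2 for every named gene and lncTU, T2/T3 or T3/T5 for those chosen by rule at that comparison, and the other comparisons that a sentence of the paper is about. For the remaining comparisons of the same genes, 142 log2 fold changes were followed, of which 4 were significant in the main fit. A change of sign under some alternative occurred in 46, and 0 of these were significant. ABI5, BUBR1, GA2OX1 and WOX2 were followed only in the fit without a filter, and Bonferroni and the 2-fold threshold give no row for a single log2 fold change. Depth limits the lncTUs most. With 0.2493 to 0.3091 read pairs per CPM and 1099 tested lncTUs under 10 mean counts, changes in weakly expressed lncTUs depend on single read pairs.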

Differences from the paper's values

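At T2/T3 the main fit gave 1 DEG, against the paper's 1012. None of the alternatives set before the files arrived closed the gap. Here and below, a replicate left out for a comparison belongs to the time points compared. They gave 1 with RLE normalization, 29 with the likelihood ratio test, 108 with DESeq2, 1 with no filter, 1 with at least 10 counts in every sample, 0 with only the 2 time points, 0 with the replicate block, 1 with Bonferroni and 1 with a fold change of at least 2, and from 0 to 0 when a replicate was left out. A likelihood ratio test with the replicate block and only the 2 time points, a combination chosen after seeing the values, gave 1007, and the test with the block on all samples, also chosen after seeing the values, gave 248.

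At T3/T5 there were 718 DEGs, against the paper's 1673. Of the alternatives set before the files arrived, 1133 with the likelihood ratio test, 1699 with DESeq2 and 1414 with the replicate block lie within 1.5 times the paper's count. The others do not, with 752 with RLE normalization, 495 with no filter, 739 with at least 10 counts in every sample, 4 with only the 2 time points, 3 with Bonferroni and 95 with a fold change of at least 2, and from 2 to 1042 when a replicate was left out. The likelihood ratio test with the block gave 2032, and 1850 with only the 2 time points, both chosen after seeing the values and both within that range.

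For lncTUs at T2/T3, 0 DE-lncTUs stand against the paper's 5. No alternative set before the files arrived closed this, with 0 with RLE normalization, 1 with the likelihood ratio test, 1 with DESeq2, 11 with no filter, 0 with at least 10 counts in every sample, 1 with only the 2 time points, 2 with the replicate block, 0 with the library size from genes, 0 with Bonferroni and 0 with a fold change of at least 2, and from 0 to 1 when a replicate was left out. The likelihood ratio test with the block, chosen after seeing the values, gave 4. At T2/T5, 19 stand against the paper's 95. Of the alternatives set before the files arrived, no filter came within range with 72. The others did not, with 20 with RLE normalization, 38 with the likelihood ratio test, 27 with DESeq2, 2 with at least 10 counts in every sample, 23 with only the 2 time points, 53 with the replicate block, 25 with the library size from genes, 4 with Bonferroni and 12 with a fold change of at least 2, and from 3 to 20 when a replicate was left out. The likelihood ratio test with block and only the 2 time points, chosen after seeing the values, gave 103.

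At T3/T5, 2 DE-lncTUs stand against the paper's 28, and the replicate block, set before the files arrived, gave 27. The others set before the files arrived did not close the gap, with 2 with RLE normalization, 7 with the likelihood ratio test, 4 with DESeq2, 47 with no filter, 1 with at least 10 counts in every sample, 1 with only the 2 time points, 1 with the library size from genes, 1 with Bonferroni and 2 with a fold change of at least 2, and from 1 to 7 when a replicate was left out. The likelihood ratio test with the block gave 35 both with all samples and with only the 2 time points, settings chosen after seeing the values.

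Of DE-lncTUs that change dynamically, the sign rule gave 2, against the paper's 15. With the replicate block, set before the files arrived, there were 14. The others did not close the gap, with 2 with RLE normalization, 4 with the likelihood ratio test, 4 with DESeq2, 24 with no filter, 1 with at least 10 counts in every sample, 2 with only the 2 time points, 5 with the library size from genes, 0 with Bonferroni and 1 with a fold change of at least 2, and from 0 to 5 when a replicate was left out. The likelihood ratio test with the block, chosen after seeing the values, gave 16.

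All 214 log2 fold changes that the paper gives and that were computed here had the same sign and lay within the SE of the main fit. Their median absolute difference from the paper was 0.005226 and the largest 0.4779. With only the 2 time points the median difference was 7.67e-04. GA2OX1 fell under the CPM filter and is not among them. In the fit without a filter it had the paper's sign, and it differed from the paper's value by less than its SE.

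Some genes that the paper's text calls changed were not significant in any of the 6 comparisons of the main fit. CDF5, described as down-regulated, had a log2 fold change at T0/T2 of 0.5461 (adjusted p 0.0906) and means of 1.595, 2.329, 1.476 and 1.507 CPM at T0, T2, T3 and T5. With the replicate block it rose at T0/T2 (adjusted p 0.0275) and fell at T2/T5 (adjusted p 0.0311). PCL1, also described as down-regulated, changed at T0/T2 by -0.4445 (adjusted p 0.135), and with the block it was lower at T0/T3 (adjusted p 0.0251) and T0/T5 (adjusted p 0.039). PTL, which the paper counts among its changed flowering genes, had 0.5346 at T0/T2 (adjusted p 0.235).

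Other genes have the direction and log2 fold change of the paper's supplement but were not significant in the comparison given there in the main fit. For SOFL1, with an increase at T0/T2 in the supplement, the value was 0.6947 (adjusted p 0.0998), and the gene was up-regulated at T0/T3. With the replicate block it was 0.6046 and significant (adjusted p 0.0428). CKX6, for which the supplement gives a decrease at T3/T5, was down-regulated at T0/T5 and T2/T5 but not at T3/T5, with 6.366 CPM at T3 and 4.039 at T5. GAMT2, with an increase at T2/T3 in the supplement, was up-regulated at T0/T3 only, and with the replicate block at T0/T2 (adjusted p 0.00836), T0/T3 and T0/T5 but not at T2/T3 (adjusted p 0.413). The later rise of MAF5 was 0.8498 at T2/T3 (adjusted p 0.379) and 0.6709 at T2/T5 (adjusted p 0.093). At T2/T5 it was significant without T5 replicate 2 (0.8747). With the likelihood ratio test and the block, chosen after seeing the data, it was significant at T2/T3 (0.8557) and T2/T5 (0.6646).

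The paper gives 19 NAT pairs with opposite changes, and in 3 of them the main fit gave no opposite change significant in both partners. With the replicate block this held for 1 of them, as the lncTUs of HYR1 and RLP50 became significant at T0/T2. Of TFs that the paper lists as not differentially expressed, 9 were DEGs. The paper names SVP and LOV1 as genes with the M001 motif, and no exact copy was found in their promoters from 1000 bp upstream to 100 bp downstream.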

Other observations

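Far more genes changed between T0 and T2 (7421) than between T2 and T3 (1) or T3 and T5 (718). The design offers a biological explanation, the change of day length, and a technical one, the harvest at ZT 7 h at T0 and ZT 15 h afterwards. Night temperature, humidity and plant age differed as well and were not tested, as no SD samples were taken on the later days. If the hour were the cause, clock genes should change by at least 2-fold more often than other listed flowering genes. This held for 9 of 19 clock genes (47.4%) and 42 of 149 others (28.2%), with p = 0.112 by Fisher's exact test. Changed clock genes would also follow from the change of day length, and the paper had called both groups differentially expressed. The test therefore could not separate the hour from the day length, whatever its result. Library size differed little, with a ratio of 1.012 between the median pairs at T0 and T2. With RLE normalization, 7430 genes changed. Without the 10 genes with most counts, which hold 9.02% of them, 7446 changed. Across genes, which are not independent replicates, the log2 fold change had a Spearman's rho of 0.02827 with gene length and of -0.05348 with GC content. Library size and abundant genes therefore did not explain the pattern. RLE, like TMM, takes most genes as unchanged, so this swap cannot rule normalization out. The correlations show that the direction of change hardly followed length or GC content, and do not address how many genes were called. Sequencing lanes, contamination and strain variants were not tested, because the labels and counts hold no information on them. The pattern cannot be told apart from an effect of the hour of harvest, night temperature, humidity or plant age.

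With 3 samples against 3 there are 10 splits, and the share with a result as large is never under 0.1. For genes, 1 of the 10 splits of the 6 samples, the real one, gave as many DEGs at T0/T2, and the same held for T0/T3, T0/T5, T2/T3, T2/T5 and T3/T5. The largest number in any other split was 3 at T2/T5 and 0 in the other comparisons. For lncTUs, 1 of the 10 splits gave as many DE-lncTUs at T0/T2, T0/T3, T0/T5, T2/T5 and T3/T5. At T2/T3 all 10 of the 10 splits gave at least as many, since the real split gave 0 and another gave 5.

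Few genes change at T2/T3, while samples with the same replicate number deviate from their time points in similar ways. The mean correlation of these deviations across genes, which are not independent, was 0.2364, against -0.1172 for different numbers (exact permutation p = 0.009259, where the smallest possible is 0.00463). For T2 and T3 alone it was 0.491 against -0.2368, with an exact permutation p of 0.1667, the smallest that 6 arrangements can give. A candidate explanation is variation shared by replicates, such as plants grown or handled together, which the quasi-likelihood fit without a block counts as noise. With the block, T2/T5 and T3/T5 gave 3083 and 1414 DEGs, but T2/T3 gave 0. The labels do not say what the replicate numbers stand for.

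Log2 fold changes of lncTUs at T0/T2 followed those of genes they overlap on the same strand, with a Spearman's rho of 0.8092 over 95 pairs (permutation p = 1.0e-05, the smallest that 100000 resamples can give, adjusted p = 2.0e-05) and the same sign in 82. For antisense pairs rho was -0.1598 over 51 pairs (permutation p = 0.26, adjusted p = 0.26), with the same sign in 19. The pairs are not independent replicates. Reads of the gene counted on the same-strand lncTU are a candidate explanation for the first relation, and a shared regulation of both was not tested. The second value gives no sign that reads from the opposite strand are counted on lncTUs.

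DNA replication genes were up-regulated at T0/T2 with an odds ratio of 4.961 (27 of 47 genes, adjusted p = 3.41e-07), and mitosis genes with 1.306 (15 of 57, adjusted p = 0.418). Mitosis genes were down-regulated at T2/T5 with an odds ratio of 4.537 (14 of 57, adjusted p = 7.52e-05). Whether the sets differ from each other was not tested. In all, 4 comparisons were examined for both sets, with the adjustment made within each comparison. At T0/T5, up-regulated DNA replication genes (odds ratio 1.512) and down-regulated mitosis genes (1.393) were not enriched, both with adjusted p = 0.318 by Fisher's exact test. Down-regulated DNA replication genes were less common there (odds ratio 0.2388, adjusted p = 0.0068). At T3/T5 no test of either set was significant. Such a pattern may come from entry into S phase without mitosis, but the sets were chosen after the files had arrived and under Bonferroni the log2 odds ratio of the DNA replication set changed sign (-0.5324), and with a fold change of at least 2 it was no longer significant (1.153). The hour of harvest, which was not tested for this set, remains as an explanation, so the pattern is a hypothesis only.

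T5 replicate 3 lies apart from the other T5 samples. If it were mislabelled, its nearest sample would be of another time point. Its nearest sample was T5 replicate 1, with a root mean square log2 difference of 0.358, followed by T5 replicate 2 with 0.3724, which speaks against a wrong time point. The rule separates LD time points poorly, as other samples broke it. T2 replicate 2 was nearest to T3 replicate 2 (0.2816), T3 replicate 1 to T2 replicate 1 (0.229) and T5 replicate 1 to T3 replicate 1 (0.2762). The labels of those samples were not examined. No biological explanation was tested.

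The predictions on library size, normalization, replicate numbers, the mislabelled sample and all splits were written only after the result had been seen. Those on the hour of harvest, abundant genes, gene length, GC content, overlapping genes, near-identical copies, low counts and S phase were written before.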
